# Pervasive isoform‐specific translational regulation via alternative transcription start sites in mammals

**DOI:** 10.15252/msb.20166941

**Published:** 2016-07-18

**Authors:** Xi Wang, Jingyi Hou, Claudia Quedenau, Wei Chen

**Keywords:** alternative transcription start sites, *cis*‐regulatory elements, isoform‐divergent translation, translational regulation, Chromatin, Epigenetics, Genomics & Functional Genomics, Genome-Scale & Integrative Biology, Protein Biosynthesis & Quality Control

## Abstract

Transcription initiated at alternative sites can produce mRNA isoforms with different 5ʹUTRs, which are potentially subjected to differential translational regulation. However, the prevalence of such isoform‐specific translational control across mammalian genomes is currently unknown. By combining polysome profiling with high‐throughput mRNA 5ʹ end sequencing, we directly measured the translational status of mRNA isoforms with distinct start sites. Among 9,951 genes expressed in mouse fibroblasts, we identified 4,153 showed significant initiation at multiple sites, of which 745 genes exhibited significant isoform‐divergent translation. Systematic analyses of the isoform‐specific translation revealed that isoforms with longer 5ʹUTRs tended to translate less efficiently. Further investigation of *cis‐*elements within 5ʹUTRs not only provided novel insights into the regulation by known sequence features, but also led to the discovery of novel regulatory sequence motifs. Quantitative models integrating all these features explained over half of the variance in the observed isoform‐divergent translation. Overall, our study demonstrated the extensive translational regulation by usage of alternative transcription start sites and offered comprehensive understanding of translational regulation by diverse sequence features embedded in 5ʹUTRs.

## Introduction

Eukaryotic gene expression is a complex process orchestrated by multiple regulatory steps, of which transcription and translation are the two most important ones. Recent genome‐wide studies have demonstrated that both processes play critical roles in determining cellular protein abundance (Schwanhäusser *et al*, 2011; Marguerat *et al*, 2012; Li *et al*, 2014; Jovanovic *et al*, 2015; Li & Biggin, 2015; Liu *et al*, 2016). In contrast to prokaryotes, where transcription and translation are closely coupled, in eukaryotes the two procedures are spatially and temporally separated. It remains underexplored whether and to what extent the regulation between eukaryotic transcription and translation could be coordinated.

Eukaryotic transcription outputs, that is, mRNA transcripts, consist of not only the coding sequences (CDS) that dictate the encoded peptide sequences, but also 5ʹ and 3ʹ untranslated regions (UTRs). Various *cis*‐elements that are functionally implicated in translational regulation are known to be embedded in 5ʹUTRs. As a textbook example, iron response elements in the 5ʹUTR regulate the translation of ferritin mRNA according to the cellular iron level. In addition, upstream open reading frames (uORFs) are known to repress translation of the main ORFs (Mueller & Hinnebusch, 1986; Matsui *et al*, 2007; Calvo, 2009) and *in vitro* analyses have demonstrated that stable RNA secondary structures near 5ʹ cap could block translation initiation (Kozak, 1989). Therefore, revisiting the possible coordination between eukaryotic transcription and translation, one likely scenario is through the usage of alternative promoters and thereby assembling divergent translational regulatory *cis*‐elements in distinct 5ʹUTRs. Indeed, previous studies in yeast have shown that around two hundred yeast genes express isoforms with different 5ʹUTRs, many of which show diverse translational profiles (Arribere & Gilbert, 2013). Both *in vitro* and *in vivo* analyses have demonstrated that different 5ʹUTR sequences derived from the same yeast genes can lead to large difference in translational efficiency (TE) (Rojas‐Duran & Gilbert, 2012).

Compared to unicellular yeast, promoter architecture in mammals displays much higher complexity and transcription could initiate from much broader genomic regions (Lenhard *et al*, 2012; Li *et al*, 2015). Genome‐wide analyses have demonstrated that around half of human and mouse genes have multiple promoters (Cooper *et al*, 2006; Kimura *et al*, 2006; Baek *et al*, 2007). The most recent transcription start site (TSS) survey from the FANTOM consortium, which includes 573 human primary cell samples, 152 human tissues, and 250 human cancer cell lines, has revealed that on average there are four TSSs per gene, and moreover, that TSS usage is highly dynamic and regulated in a cell type‐specific manner (Forrest *et al*, 2014). It is therefore conceivable that alternative TSSs could substantially expand the 5ʹUTR repertoire, conferring great potential for differential translational regulation. Indeed, individual examples have shown that alternative TSSs can drastically alter the 5ʹUTR structure and thereby result in enhanced or diminished protein synthesis rate (Pozner *et al*, 2000; Blaschke *et al*, 2003; Courtois *et al*, 2003). Such TSS switches are usually of functional significance and frequently associated with pathologic phenotypes (Arrick *et al*, 1991; Sobczak & Krzyzosiak, 2002). One well‐known example is tumor suppressor gene *BRCA1,* which has two isoforms with distinct 5ʹUTRs due to its alternative TSSs. The efficiently translated shorter isoform is expressed in both cancerous and non‐cancerous breast tissues, whereas the translationally inactive longer 5ʹUTR isoform is only expressed in tumor tissues, leading to decreased BRCA1 protein abundance observed in sporadic breast and ovarian cancers (Sobczak & Krzyzosiak, 2002). Very recently, Doudna and colleague attempted to determine mRNA isoform‐specific translational regulation by combining polysome profiling and RNA sequencing. They determined isoform‐specific translational status by calculating isoform abundance in different fractions using Cufflinks suite based on Ensembl gene annotations and found that properties of 3ʹUTRs predominated over 5ʹUTRs as the driving force behind isoform‐specific translational regulation (Floor & Doudna, 2016). Compared to previous studies surveying the effect on polysome association by only either alterative splicing or differential usage of 3ʹUTRs (Spies *et al*, 2013; Sterne‐Weiler *et al*, 2013), their study could in principle more comprehensively assess the relative contribution of diverse features from different regions along the whole transcripts. However, precise estimation of isoform abundance based solely on short‐read RNA‐seq data, as applied in their study, is still an unresolved challenge (Angelini *et al*, 2014). In addition, their study was based on the rather incomplete TSS annotation and therefore would unavoidably underestimate the role of 5ʹUTR diversity in translational regulation.

Here, to directly characterize the global impact of TSS diversity on translational regulation, we combined polysome profiling with high‐throughput mRNA 5ʹ end sequencing to measure the translational status of mRNA isoforms with distinct TSSs (TSS isoforms). In murine fibroblasts, we identified a total of 22,357 TSSs derived from 10,875 protein‐coding genes, about 54% of which were not annotated in either RefSeq or Ensembl databases. Among 4,153 genes showing significant initiation at multiple TSSs, we identified 745 genes exhibiting significant TE difference between their alternative TSS isoforms and found that longer isoforms were more frequently associated with lower TE. By correlating the observed isoform‐specific TE with the presence/absence of various sequence features, we demonstrated the global impact of several regulatory elements, such as uORFs, cap‐adjacent stable RNA secondary structures, and 5ʹ‐terminal oligopyrimidine (5ʹ TOP). In addition, we also identified several novel sequence motifs that can affect translation activity and validated the effect of two using reporter systems. Finally, we constructed a quantitative model to assess the combinatory effect of different features identified in this study, which could explain over 50% of the variance of the TE difference observed between alternative TSS isoforms.

## Results

### Genome‐wide assessment of translational efficiency associated with distinct TSS isoforms

Polysome profiling, in which mRNAs bound by different number of ribosomes are separated into multiple fractions on a sucrose gradient through velocity sedimentation, is a well‐established and widely used method to assess the *in vivo* translational status of mRNAs (Arava *et al*, 2003; Arribere & Gilbert, 2013; Spies *et al*, 2013). In order to assess the TE of distinct TSS isoforms, we combined polysome profiling with mRNA 5ʹ end sequencing. In short, we collected RNAs from seven gradient fractions and quantitatively profiled 5ʹ ends of mRNA transcripts in each fraction by adapting the cap‐trapping approach (Carninci *et al*, 1996) with Illumina sequencing (Materials and Methods). To ensure that the sequencing read counts from different fractions can be used to estimate their relative abundance of the same transcripts even though the total mRNA content varied across different fractions, we added to each fraction the same amount of *Drosophila melanogaster* total RNA and used the read counts derived from the spike‐in RNA for across‐fraction normalization. Thereafter, we quantified translational status of distinct TSS isoforms by calculating the averaged number of associated ribosomes (Fig 1A).

**Figure 1:**
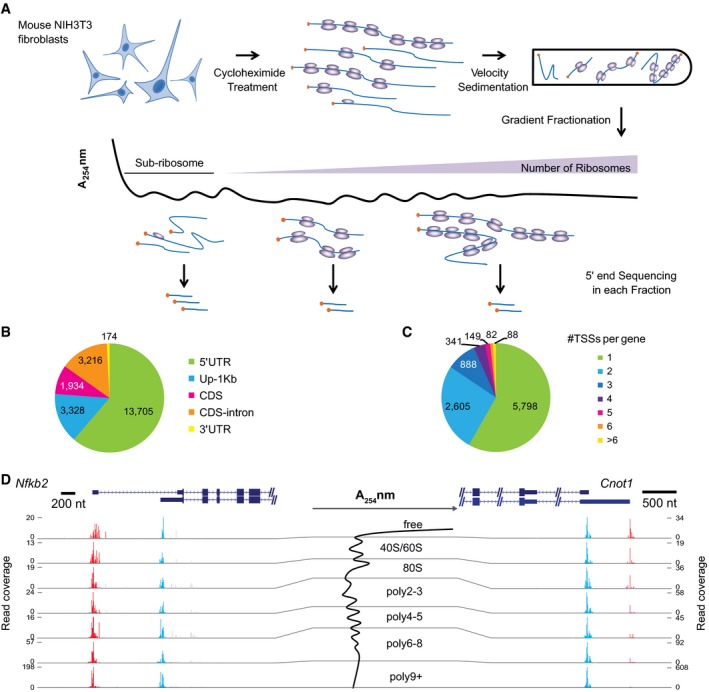
Experimental scheme, TSS discovery, and examples of isoform‐specific translational efficiency (TE) Experimental scheme. RNAs were collected from seven gradient fractions and the 5ʹ ends of RNA transcripts were quantitatively profiled in each fraction using an adapted cap‐trapping approach.Pie chart showing the distribution of TSSs identified in this study in different regions of protein‐coding genes. The majority of TSSs were derived from gross 5ʹUTRs, including annotated 5ʹUTRs and 1 kb upstream of the annotated TSSs (Up‐1 kb).Pie chart showing the number of TSSs in the gross 5ʹUTRs per protein‐coding gene. Out of the 9,951 genes with at least one TSS detected, 4,153 (41.7%) expressed multiple TSSs.Two examples were shown to demonstrate the impact of alternative TSSs on TE. Cumulative reads along each gene from the seven gradient fractions (shown in the middle) were plotted under the gene structure. While the two alternative TSSs from gene *Nfkb2* resulted in no difference in TE, the two from gene *Cnot1* led to substantial TE difference. Please note the range of read coverage varied across fractions. Red and blue bars represented sequencing reads mapped within distal and proximal TSSs, respectively; gray bars represented reads mapped outside of the identified TSSs. The description of the two genes can be found in Table EV3.

We applied this method in a population of exponentially growing non‐synchronized NIH3T3 mouse fibroblasts. In each of the two biological replicates, we sequenced the 5ʹ ends of RNAs collected from the seven fractions. 

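NIH3T3 is an immortalized line of mouse embryonic fibroblasts. Before lysis, cycloheximide, which arrests ribosomes on the mRNA they translate, was added for 10 min, at 100 μg/ml by the paper's methods and at 100 mg/ml by the sample labels. The extract of each culture was separated on a sucrose gradient into 7 fractions, which held free RNP, the 40S/60S ribosomal subunits, the 80S monosome and the polysome fractions poly2-3, poly4-5, poly6-8 and poly9+. With 2 biological replicates of each fraction this gives 14 libraries. By the methods, RNA of the fruit fly (50 ng) was added to each fraction as a spike-in before the RNA was extracted. The amount of RNA taken per fraction is 3 μg in the methods and 3 mg in the labels. Capped RNA was selected by cap-trapping after reverse transcription from random primers, so that a sequenced 5ʹ end marks a transcription start site (TSS).
The authors removed adapters, trimmed the first bases of read 1, discarded read pairs from rRNA, tRNA and other small noncoding RNAs, mapped the rest to the mouse genome build mm10 and kept read pairs that mapped to a single position. They took the 5ʹ end of read 2 as the tag, called TSS clusters from the fractions of a replicate pooled together, kept clusters found in both replicates at an irreproducible discovery rate of at most 0.05, and assigned them to protein-coding genes. The deposited values are raw tag counts per TSS cluster in each library, and each library comes with a spike-in factor that had not been applied to its counts. The paper's text does not say whether PCR duplicates were removed.
In replicates 1 and 2, the total counts on TSS clusters were 12029563 and 14240488 in free RNP, 12396640 and 16860199 in 40S/60S, 28651562 and 27332163 in the 80S monosome, 23134870 and 25746764 in poly2-3, 22051338 and 22506600 in poly4-5, 19815933 and 25094169 in poly6-8, and 18617387 and 34706191 in poly9+. The median library had 19815933 counts in replicate 1 and 25094169 in replicate 2. The paper's reported depth is the number of read pairs sequenced, whereas all values given here rest on counts on TSS clusters, a mean of 21.7 M per library. The 100 TSSs with the most counts held 72.2 and 72.9% of the counts in free RNP in replicates 1 and 2, and this share fell along the gradient to 30.4 and 32.2% in poly9+. The number of isoform pairs called different in translation depended most on the set of pairs compared, the filter on rare isoforms and the normalization between fractions.

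**Figure D1:**
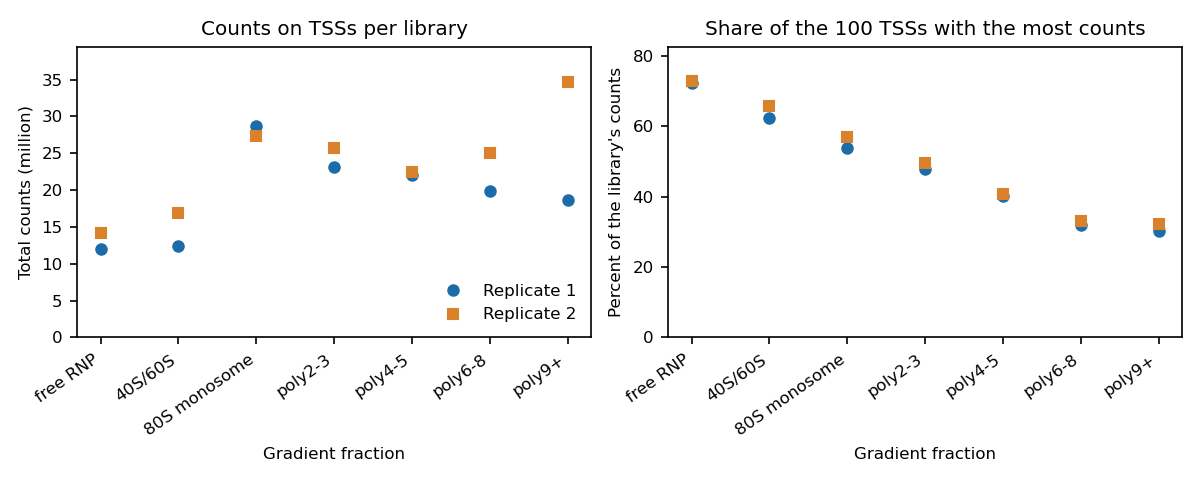
Total counts on TSS clusters in M (left) and the percent of each library's counts held by its 100 TSSs with the most counts (right), for the 7 gradient fractions on the x-axis. Circles are replicate 1 and squares replicate 2. Free RNP had the fewest counts, and the share of the top 100 TSSs fell from over 72% in free RNP to about 30 to 32% in poly9+.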

On average, we obtained 46.2 million paired‐end reads per fraction, and about 78% of post‐ncRNA filtering reads were uniquely aligned to the mouse genome and used in the following analyses (Materials and Methods; Table EV1). 

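The deposited table lists 22357 entries, each a TSS cluster under the symbol of its gene, for 10875 symbols. Because 92 clusters were listed for more than 1 gene, these entries stand for 22265 different clusters. The clusters were 2 to 512 nt wide, with a median width of 36 nt. Transcripts of the GENCODE annotation of GRCm38, the assembly that mm10 names, were matched to 10800 of the symbols, and the other 75 symbols had no match.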

In total, we identified 22,357 TSSs derived from 10,875 protein‐coding genes (Materials and Methods). Among these, 17,033 (76.2%) TSSs were mapped within gross 5ʹUTRs of 9,951 protein‐coding genes, including both annotated 5ʹUTRs (*n* = 13,705) and 1 kb upstream of annotated TSSs (Up 1 kb; *n* = 3,328) (Fig 1B). 

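Placed with the GENCODE annotation, 17007 TSSs of 9826 genes lay in gross 5ʹUTRs, 13359 of them between the most upstream annotated TSS and the most downstream annotated start codon of the gene, introns included, and 3648 within 1 kb upstream. The authors' table also marks TSSs as compared, 9724 in 3807 genes. They form 9607 pairs within genes, fewer than the paper's 13118 comparisons in 4153 genes, so the mark does not cover all of these. Of the marked TSSs, 191 lay outside the gross 5ʹUTRs of this annotation. With these added, 17198 TSSs (76.9%) of 9862 genes entered the comparisons. They held 97.6% of all counts.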

The remaining TSSs were located either in CDS (*n* = 1,934), downstream introns (*n* = 3,216), or 3ʹUTRs (*n* = 174). 

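By the same annotation, 1806 TSSs (8.08%) lay in CDS, 3032 (13.6%) in downstream introns and 166 (0.742%) in 3ʹUTRs. These groups were small in counts, with 1.03% of all counts in CDS, 0.793% in downstream introns and 0.128% in 3ʹUTRs. A further 155 TSSs with 0.435% of the counts fell in none of these regions.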

Although some of them may represent the residue retention of cDNAs with incomplete 5ʹ ends, many may lead to mRNAs encoding N‐terminal truncated protein isoforms or even non‐coding transcripts (see Discussion). Since this study focused on the quantitative effect of alternative 5ʹUTRs on TE, to avoid other complicating factors, we used only the TSSs lying within the gross 5ʹUTRs for further analyses.

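For each TSS and replicate, the count in a fraction was divided by the authors' spike-in factor of that library. The normalized counts were weighted with the average number of ribosomes of their fraction (0 in free RNP and 40S/60S, 1 in the 80S monosome, and 2.5, 4.5, 7.5 and 12 in poly2-3, poly4-5, poly6-8 and poly9+), summed, and divided by the sum of the normalized counts, which gives the number of ribosomes per mRNA. The 17058 TSSs in gross 5ʹUTRs with ribosomes above 0 in both replicates had a median of 5.62 ribosomes per mRNA in replicate 1 and 5.40 in replicate 2.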

For each of these 17,033 TSSs, we estimated its relative TE by calculating the averaged numbers of its associated ribosomes based on their normalized sequencing read counts from different fractions (Materials and Methods). The results correlated very well between the two biological replicates, demonstrating the high reproducibility of our approach (Fig EV1A). 

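Across the TSSs, Pearson's r between the 2 replicates, on the scale of log2(RPM + 0.1) with RPM as counts scaled by the library total, was 0.952 in free RNP, 0.961 in 40S/60S, 0.979 in the 80S monosome, 0.983 in poly2-3, 0.983 in poly4-5, 0.978 in poly6-8 and 0.9701 in poly9+. TSSs are not independent replicates, so these coefficients describe pairs of libraries and carry no p-value. A pseudocount of 1 in place of 0.1 moved them most, to between 0.981 and 0.994. The log2 number of ribosomes per mRNA of a TSS had an r of 0.875 between replicates and depended on the depth of the TSS. It rose to 0.951 over the 13265 TSSs with at least 100 counts in each replicate and to 0.9798 over the 6688 TSSs with at least 1000 counts. The SD between replicates fell accordingly, from 0.30 on the log2 scale over all these TSSs to 0.14 and 0.08 in the deeper sets.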

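For clustering, the log2 normalized counts of 17132 TSSs in gross 5ʹUTRs (with 0.1 added) were standardized per TSS over the 14 libraries, and libraries were joined by average linkage on 1 minus Pearson's r. In all 7 fractions the 2 replicates joined each other before any other library, and r between replicates of a fraction lay between 0.531 and 0.764. On one branch free RNP joined 40S/60S, and the 80S monosome joined poly2-3. On the other branch poly6-8 joined poly9+, and poly4-5 joined these. With complete linkage, poly2-3 joined poly4-5 instead and the 80S monosome joined free RNP and 40S/60S. When counts were normalized by library size, or when only the 9424 TSSs with at least 10 counts in every library were used, 40S/60S joined the 80S monosome before free RNP did.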

Hierarchical clustering of the sequencing data from different fractions recapitulated the gradient order (Fig EV1B), indicating the accurate polysome profiling. By and large, mRNAs encoding longer ORFs were bound by more ribosomes, reflecting that CDS length limits the number of associated ribosomes (Spearman *ρ* = 0.53; Fig EV2A). 

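ORF length was taken as the longest CDS of the gene in the annotation, for 9831 genes, and TSS isoforms were combined per gene. The median number of ribosomes per mRNA was 3.42 for the 783 genes with an ORF of at most 450 nt. In 4 groups of genes with longer ORFs, in order of length, it was 4.64 (2066 genes), 5.63 (2728 genes), 6.46 (3028 genes) and 6.87 (1226 genes). Spearman's rho across genes was 0.556 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates. Leaving out replicate 1 moved rho most, to 0.522.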

Interestingly, the mRNAs with shorter ORF (≤ 450 nt) appeared to be enriched in 80S monosome fraction (Fig EV2B), agreeing to the recently observed active monosome translation of short ORF in yeast (Arava *et al*, 2003; Heyer & Moore, 2016). 

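The ratio of the 80S monosome to the sum of the 4 polysome fractions had a median of 0.170 for genes with an ORF of at most 450 nt, 0.0966 in the 2066 genes with the next longer ORFs and 0.0779 in the 1226 genes with the longest. When genes were ranked by this ratio and divided into 4 groups of equal size, 450 genes in the highest group had an ORF of at most 450 nt and 2008 a longer one (18.3% short). In the lowest group, 70 had a short ORF and 2388 a longer one (2.85% short). The odds ratio was 7.65 (two-sided Fisher's exact test across genes, p = 4.35e-76). Its size depended on the replicate, with 2.87 without replicate 1 and 11.9 without replicate 2.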

To further confirm that our approach could quantitatively capture translational status, we compared the TE values obtained from our polysome profiling to those based on ribosome footprinting (Eichhorn *et al*, 2014) and protein synthesis rate based on proteomics measurement (Schwanhäusser *et al*, 2011). To compute TE for each gene, we combined our data for alternative TSS isoforms and then normalized against its ORF length. These TE values correlated well with those based on proteomics (Spearman *ρ* = 0.46, Fig EV2C) and even better with those derived from ribosome footprinting (Spearman *ρ* = 0.57, Fig EV2D).

**Figure EV1:**
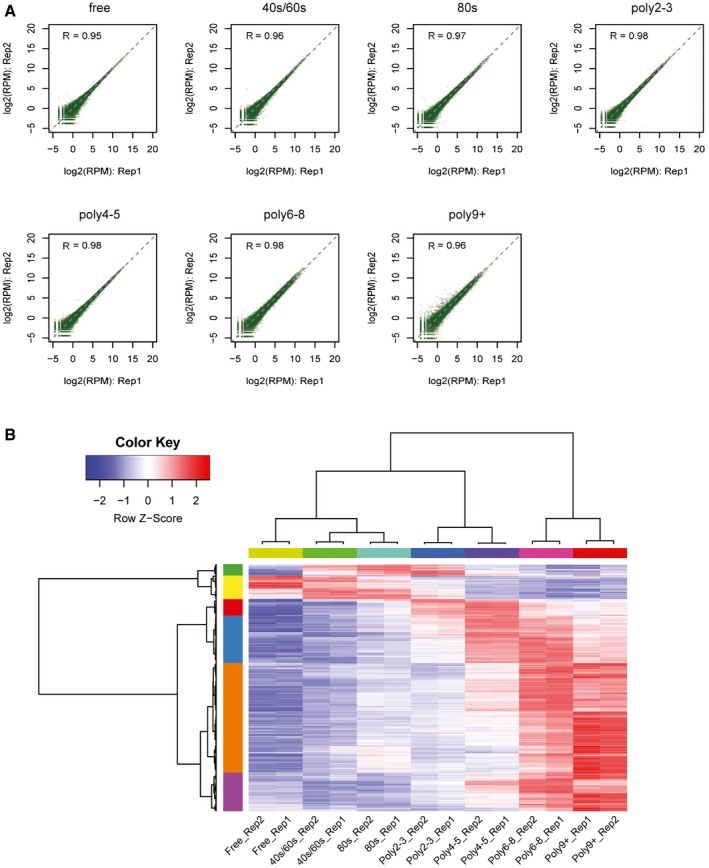
TSS discovery and quantification across different gradient fractions detected in this study The scatter plot comparing read counts of each TSS cluster between biological replicates for each of the seven polysome fractions.Hierarchical clustering of TSS isoform abundance across all fractions and replicates. Each row represented one TSS isoform, and each column represented different fractions. *Z*‐scores, showing in different colors, represented the normalized isoform abundance across fractions.

**Figure EV2:**
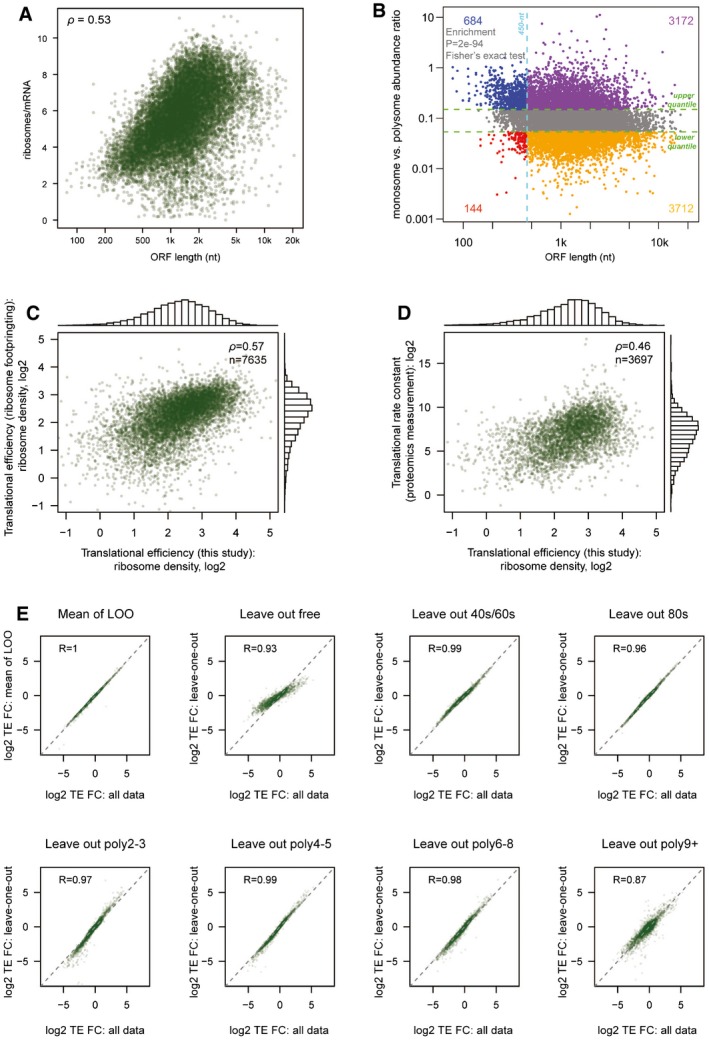
Polysome profiling measured mRNA translational efficiency For each TSS isoform, the number of ribosomes per mRNA was plotted against its corresponding ORF length.For each TSS isoform, the abundance ratio between monosome fraction and sum of polysome factions was plotted against its corresponding ORF length. Short ORFs (≤ 450 nt) were more enriched in the monosome fraction.TE values for each gene calculated based on published ribosome footprinting data were plotted against the TE values calculated based on polysome profiling data in this study.TE values for each gene calculated based on published proteomics/genomics data were plotted against the TE values calculated based on polysome profiling data in this study.Log2‐transformed TE fold change values for each pair of alternative TSS isoforms calculated based on all seven fraction data were compared to those calculated based on data with one of the seven fractions left out.

### Alternative TSSs lead to differential TE in 745 out of 4,153 multi‐TSS genes

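Of the genes with TSSs in gross 5ʹUTRs, 5651 had 1 TSS, 2613 had 2, 898 had 3, 352 had 4, 152 had 5, 92 had 6 and 104 had 7 or more, with up to 16 TSSs in a gene. In all, 4211 genes (42.7%) had more than 1 TSS. The filter on minor TSSs moved this number most. It fell to 3097 genes (31.4%) when only TSSs with over 5% of the gene's counts were counted, and was 4056 genes (41.6%) when TSSs with at least 50 counts over the 14 libraries were counted.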

Out of 9,951 genes with at least one TSS detected in the gross 5ʹUTRs, 4,153 (41.7%) genes showed significant initiation at multiple TSSs (Fig 1C). Whereas the genes with single TSS tended to express higher and were enriched in those encoding proteins with housekeeping functions such as translation, genes with multi‐TSS were enriched in regulatory pathways (Fig EV3A).

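Gene abundance was measured as the RPM over all fractions of the gene's TSSs in gross 5ʹUTRs. Its median on the log2 scale was 3.38 for single-TSS genes (interquartile range 1.45 to 5.24) and 4.05 for multi-TSS genes (2.57 to 5.53). Single-TSS genes were thus lower, by a difference of −0.67 (two-sided permutation test over genes, p = 1e-05, the smallest possible with 100000 permutations). The sum of spike-in normalized counts gave −0.67 as well, and leaving out a replicate gave −0.63 and −0.68. The direction turned when only TSSs with over 5% of the gene's counts made a gene a multi-TSS gene. The median was then 3.82 for 6765 single-TSS genes and 3.50 for the multi-TSS genes, a difference of 0.33 (p = 1e-05 in the same permutation test). Functional categories were not analysed here.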

**Figure EV3:**
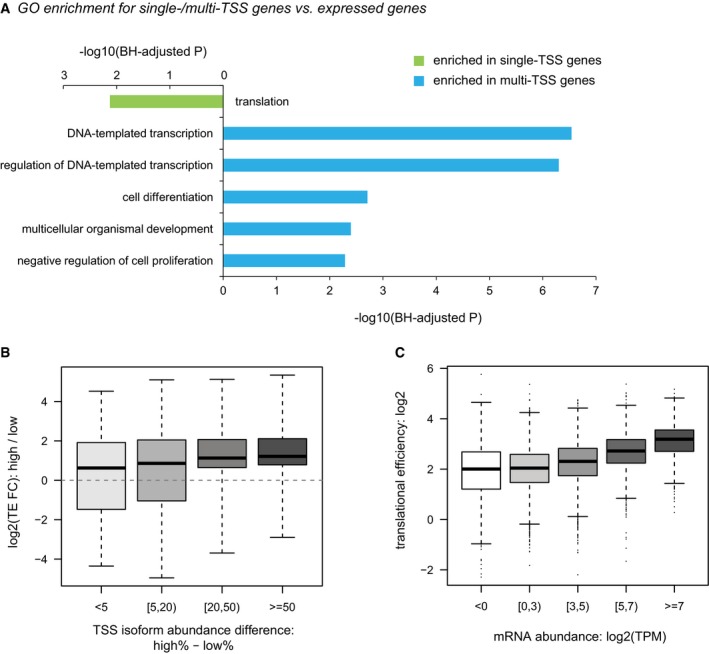
GO enrichment analyses and the relationship between transcription and translation GO enrichment for single/multi‐TSS genes over all expressed genes.Boxplots showing the distribution of TE divergence between alternative TSS isoforms grouped by their abundance differences. Box edges represent quantiles, whiskers represent extreme data points.Boxplots showing the distribution of TE at the gene level grouped by mRNA abundance. Box edges represent quantiles, whiskers represent extreme data points no more than 1.5 times the interquartile range.

To investigate the impact of alternative TSS usage on translational regulation, for each of these 4,153 genes with multiple TSSs, we compared TE fold changes between pairs of its alternative TSS isoforms. 

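Ribosomes per mRNA could be compared within genes for 14056 pairs of TSS isoforms. The absolute log2 fold change had a 5th percentile of 0.02, a median of 0.30 and a 95th percentile of 3.46. In 9980 pairs of 3865 genes, both isoforms made up over 1% of the gene's mRNA, had ribosomes above 0 and gave a bootstrap SD under 1 in both replicates. Over these pairs the median was 0.24 and the 95th percentile 2.27. Their log2 fold changes had a Pearson's r of 0.883 between the replicates, across pairs, and an SD between replicates of 0.31.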

Of 13,118 pairwise comparisons, the 5–95^th^ percentile interval of the absolute values of log2‐transformed fold changes spanned a range between 0.02 and 2.2. 

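Nfkb2 lies on the plus strand of chromosome 19 (mm10), with a distal TSS at 46304728 to 46304779 and a proximal TSS at 46305687 to 46305736, both in the annotated 5ʹUTR. The distal isoform made up 59.9% and the proximal 40.1% of the gene's mRNA. They carried 7.84 ± 0.34 and 8.21 ± 0.21 ribosomes per mRNA (SD, n = 2 replicates), and the log2 fold change of distal over proximal was −0.07 ± 0.03 (SD, n = 2). The share of the isoform's mRNA found in poly9+ was 44.1 ± 1.6% for the distal and 50.0 ± 2.0% for the proximal isoform.
Cnot1 lies on the minus strand of chromosome 8, with a distal TSS at 95808070 to 95808106, within 1 kb upstream of the annotated gene, and a proximal TSS at 95807410 to 95807517 in the annotated 5ʹUTR. The distal isoform was the minor form, with 4.70% of the gene's mRNA against 95.3%, and had 205 and 306 counts in replicates 1 and 2, against 4501 and 5655. It carried 4.47 ± 0.34 ribosomes per mRNA and the proximal isoform 8.37 ± 0.34 (SD, n = 2). The log2 fold change was −0.91 ± 0.05 (SD, n = 2) and was larger with TMM normalization (−1.86). Free RNP held 18.9 and 23.1% of the distal isoform in replicates 1 and 2 and 1.75 ± 0.84% of the proximal isoform, and poly9+ held 22.2 ± 4.2% against 53.3 ± 1.2%.

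**Figure D2:**
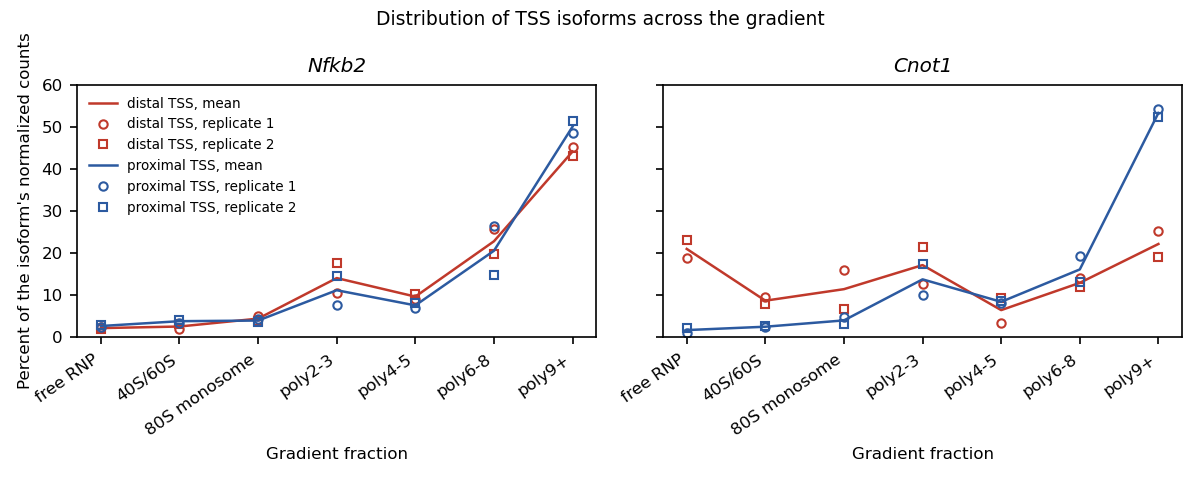
Percent of each isoform's normalized counts (y-axis) in the 7 gradient fractions (x-axis) for Nfkb2 (left) and Cnot1 (right). Red is the distal and blue the proximal TSS, lines are means, and circles and squares are replicates 1 and 2. The Nfkb2 profiles lie close together, with less of the distal than of the proximal isoform in poly9+ in both replicates, whereas the distal Cnot1 isoform has more of its mRNA in free RNP and less in poly9+ than the proximal isoform.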

As shown in Fig 1D, while a value close to zero (*Nfkb2*, log2‐FC = 0.06) indicates there is nearly no difference in TE between the two TSS isoforms, a value largely deviated from zero (*Cnot1*, log2‐FC = 0.91) represents substantial TE difference. To check whether the result could be predominantly affected by data collected from one fraction, we performed leave‐one‐fraction‐out analysis, in which each of the seven fractions was left out and the TE divergence between isoforms was calculated based on the remaining six fractions. As shown in Fig EV2E, the result from leave‐one‐fraction‐out analysis showed high correlation with the original result based on data from all fractions.

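Across the pairs past the filter, Pearson's r between log2 fold changes from all fractions and from 6 fractions was 0.944 without free RNP, 0.994 without 40S/60S, 0.996 without the 80S monosome, 0.986 without poly2-3, 0.996 without poly4-5, 0.988 without poly6-8 and 0.945 without poly9+. The direction was kept in 81.7% of pairs without poly9+ and in 93.8 to 97.5% of pairs without any of the other fractions. With normalization by library size the lowest coefficient was 0.931, and over significant pairs only it was 0.959, both without free RNP.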

To further assess the significance of the estimated TE differences, we applied a bootstrapping which could account for the estimation uncertainty associated with small read counts derived from less abundant TSS isoforms in certain fractions. For each of the 1,000 bootstrapping replicates, log2‐transformed TE fold changes between isoform pairs were calculated in the same manner as in the real data, and altogether yielded a bootstrap distribution, which was then summarized with a mean and a standard deviation (Materials and Methods). The larger the bootstrap mean deviates from zero, the larger the TE diverges between the isoform pairs. By contrast, lower bootstrap standard deviation gives more confidence in the estimated TE difference. Based on the bootstrap mean and standard deviation, the statistical significance was then determined for each comparison (Fig 2A; Table EV2). 

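In each replicate, tag counts were resampled 1000 times with independent Poisson draws per TSS cluster and library, where the authors drew reads with replacement at a fixed depth, and the mean and SD of the log2 fold change of a pair gave a normal p-value, adjusted by the Benjamini-Hochberg method over the pairs of the replicate. Of the pairs past the filter, 1737 (17.4%) in 767 genes (19.8%) had an adjusted p under 0.01 and a fold change over 1.5 in the same direction in both replicates. The distal isoform had the higher TE in 833 pairs and the lower in 904. Of the pairs past the filter, 2218 passed both thresholds in replicate 1, 2370 in replicate 2 and 1743 in both replicates, of which 6 had opposite directions. Of the significant pairs, 13 came from clusters that the table lists for more than 1 gene. The number was 481 with the 2 most abundant isoforms of each gene only, 769 when both isoforms had to exceed 5% of the gene's mRNA, and 2840 with DESeq2 size factors in place of the spike-in factors. limma's moderated test on the fold changes called 0 pairs, with 2146 at an unadjusted p under 0.05 and a fold change over 1.5. The lowest adjusted p in limma was 0.0133. The power of this test with 2 replicates was not measured, so its 0 says little about the calls.
The pairs with the largest changes among those with at least 100 counts per isoform in each replicate were as follows, as log2 fold change of distal over proximal (SD, n = 2). The distal isoform was higher in Tmem176a by 5.18 ± 0.14, in Apbb2 by 5.05 ± 1.02, in C77080 by 4.87 ± 0.87, in Epb4.1l1 by 4.65 ± 0.32 and in Dpysl3 by 4.40 ± 1.13. The lowest values were −4.77 ± 1.32 in Arsa, −4.55 ± 0.30 in Oraov1, −4.34 ± 1.15 in another pair of Dpysl3, −4.34 ± 0.25 in Iffo2 and −4.04 ± 0.29 in Adck4. Dpysl3 is in both lists because its less translated isoform was compared with 2 others, 1 upstream and 1 downstream of it. In each of these pairs, one isoform carried under 1 ribosome per mRNA, so that its few polysomal counts set the size of the change. In Tmem176a the minor isoform starts at 48841589 to 48841590 on chromosome 6 and carried 0.184 and 0.166 ribosomes per mRNA in replicates 1 and 2, against 6.33 ± 0.14 for the main isoform.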

After applying a threshold of Benjamini–Hochberg adjusted *P*‐value < 0.01 and TE divergence > 1.5 in both replicates (FDR = 5.2%), we identified 745 genes exhibiting significant TE difference between 1,618 pairs of TSS isoforms. 

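Where both of the 2 most abundant isoforms of a gene formed a significant pair (480 genes), the more abundant isoform had the higher TE in 358 genes, or 74.6% (95% Wilson interval 70.5 to 78.3%; two-sided binomial test across genes, p = 5.98e-28). The median log2 fold change of the more over the less abundant isoform was 1.04. The interval covers the sampling of genes only, not the spread between replicates, and tags counted without molecular identifiers are not independent molecules. Among all 3854 such pairs past the filter, significant or not, the share was 55.1% (2122 pairs), the alternative that moved it most. For genes that passed both thresholds in 1 replicate, with abundance taken from the other replicate, the share was 71.2% of 622 genes with TE from replicate 1 and 73.7% of 638 with TE from replicate 2, a comparison chosen after the data were seen.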

By and large, the dominant isoforms with higher abundance were also translated in higher efficiency. Such trend became more obvious when the difference in the alternative isoform level increased (Fig EV3B). 

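The significant pairs, 1 per gene, were grouped by the difference in the isoforms' share of the gene's mRNA. The more abundant isoform had the higher TE in 56.3% of 16 pairs with a difference under 5 percentage points, 35.2% of 54 pairs with 5 to 20 points (Wilson interval 23.8 to 48.5%), 68.3% of 104 pairs with 20 to 50 points and 84.6% of 306 pairs with 50 points or more (80.2 to 88.2%). The median log2 fold change of the more over the less abundant isoform was 1.11, −0.71, 0.88 and 1.12 in these groups. The group of 5 to 20 points was the one in which the minor isoform more often had the higher TE, and its direction turned under other choices, with a median of 0.86 over all 446 significant pairs of that group and 0.81 with normalization by library size. It stayed with at least 50 counts per isoform (−0.73) and with abundance and TE from different replicates (−0.68 and −0.67). The group under 5 points turned too, to −0.66 over all significant pairs and −0.85 with abundance from replicate 2 and TE from replicate 1. Over all pairs past the filter its median was −0.01. It stayed positive with library size (0.99), at least 50 counts (1.37), and abundance from replicate 1 and TE from replicate 2 (0.67). Over all significant pairs the shares were 48.7, 57.0, 75.4 and 86.5%.

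**Figure D3:**
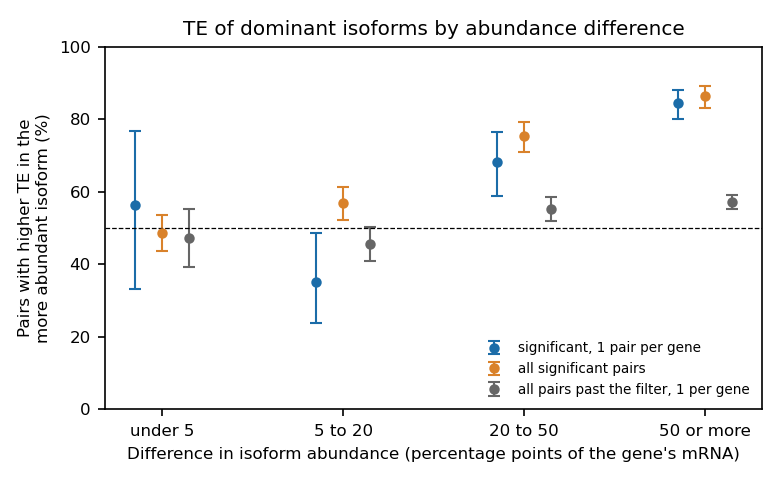
Percent of isoform pairs with higher TE in the more abundant isoform (y-axis) by the difference in abundance in percentage points of the gene's mRNA (x-axis). Points are shares with 95% Wilson intervals, for significant pairs with 1 pair per gene (blue), all significant pairs (orange) and all pairs past the filter with 1 pair per gene (grey), and the dashed line marks 50%. Shares of significant pairs rise to between 84.6 and 86.5% at differences of 50 points or more, and the share of all pairs past the filter reaches 57.1%.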

Interestingly, at gene level, highly expressed genes were also translated more efficiently than the lowly expressed ones (Fig EV3C). Collectively, these observations suggested that mammalian cells might coordinate transcription and translation to reduce the energy consumption in the optimal growth condition as analyzed in this study.

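Gene abundance, as the sum of normalized counts over both replicates, was compared with TE per kb of ORF over 9834 genes. Spearman's rho across genes was 0.408 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). In 4 groups of equal size, from the genes of lowest to those of highest abundance, the median TE was 3.18, 3.59, 4.41 and 6.14 ribosomes per kb. The number of ribosomes per mRNA, before division by ORF length, showed no such trend, with a rho of −0.00549 over 9860 genes (permutation test, p = 0.586) and medians of 5.38, 5.85, 5.80 and 5.25 in the same groups. The ORF was shorter in abundant genes, with a rho of −0.334 and medians of 1608, 1590, 1312.5 and 855 nt. With abundance from replicate 1 and TE from replicate 2, rho was 0.393 for TE per kb.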

**Figure 2:**
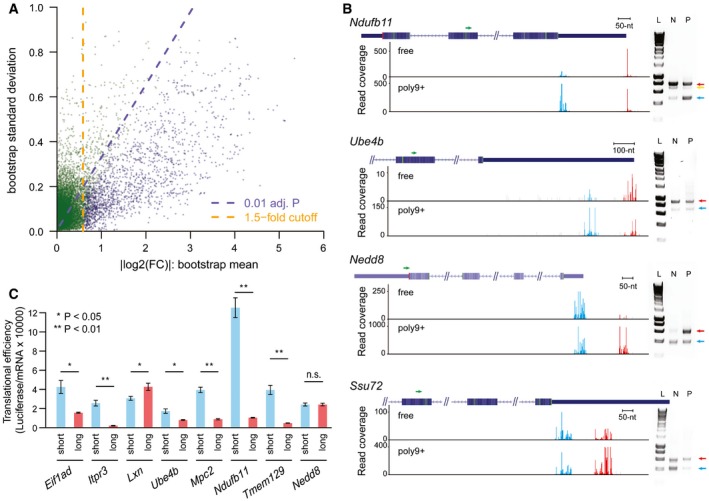
Alternative TSSs lead to significantly differential TE in 745 out of 4,153 multi‐TSS genes Scatter plot showing the bootstrap means (*x*‐axis) and standard deviations (*y*‐axis) for log2‐transformed TE difference between 13,118 TSS isoform pairs in the 4,153 multi‐TSS genes. Dashed purple lines indicated the Benjamini–Hochberg adjusted *P*‐value of 0.01, and dashed orange lines indicated the 1.5‐fold divergence. Genes with significant TE divergence (Benjamini–Hochberg adjusted *P*‐value < 0.01, TE divergence > 1.5‐fold) are depicted in blue. See also Table EV2.Independent validation of TSS isoforms and their associated translational efficiency in genes *Ndufb11*,* Ube4b*,* Nedd8*, and *Ssu72*, respectively. Left: Under each gene structure, cumulative reads were shown for the alternative TSSs in the “free” fraction and poly9+ fraction. Green arrows above the gene structure indicate the locations of the reverse PCR primer. Red and blue bars represented sequencing reads mapped within distal and proximal TSSs, respectively; gray bars represented reads mapped outside of the identified TSSs. Right: Agarose gel electrophoresis of amplified products of mRNA 5ʹ ends obtained from non‐ribosomal fraction and polysomal fraction. Positions of the distal TSS isoform and the proximal TSS isoforms are indicated with red and blue arrows, respectively. In the case of gene *Ndufb11*, the band below the distal TSS (indicated by a yellow arrow) in the gel image was caused by an alternative splicing event, which removed an 88‐nt region for a minor fraction of transcripts initiating at the distal TSS. L, HyperLadder I; N, non‐ribosomal fraction; P, polysomal fraction. The description of these genes can be found in Table EV3.Alternative 5ʹUTR sequences are able to drive the observed isoform‐specific TE divergence. An *in vivo* reporter system was used to compare the TE of a *Renilla* luminescent reporter gene led by the 5ʹUTR sequences derived from eight pairs of alternative TSS isoforms identified in eight genes. TE is calculated by luciferase activity normalized to mRNA abundance. Seven out of eight reporter pairs showed significant differential TE biased toward the same TSS isoforms as observed in our global analysis (*n* = 3; mean ± SEM; *P < 0.05, **P < 0.01; Student's *t*‐test). The description of these genes can be found in Table EV3.

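For Ndufb11, Ube4b, Nedd8 and Ssu72, the 4 genes tested by RT-PCR, the 2 TSSs with the most mRNA are compared here, with positions on mm10. In Ndufb11, on the minus strand of chromosome X, they start at 20617569 to 20617588 and 20617270 to 20617296, both in the annotated 5ʹUTR, and carried 2.69 ± 0.05 and 3.60 ± 0.09 ribosomes per mRNA (SD, n = 2 replicates). In Ube4b, on the minus strand of chromosome 4, the TSSs at 149426558 to 149426636 and 149426362 to 149426455 lie in the annotated 5ʹUTR, and the isoforms carried 7.40 ± 1.07 and 8.74 ± 0.44 ribosomes. Nedd8, on the minus strand of chromosome 14, has both TSSs within 1 kb upstream of the annotated gene, at 55672081 to 55672123 and 55671864 to 55671918, with 5.50 ± 0.04 and 3.23 ± 0.01 ribosomes. Ssu72, on the plus strand of chromosome 4, has TSSs in the 5ʹUTR at 155705094 to 155705177 and 155705271 to 155705366, with 5.69 ± 0.05 and 4.25 ± 0.12 ribosomes.
The log2 fold change of distal over proximal (SD, n = 2) was −0.42 ± 0.01 in Ndufb11, −0.25 ± 0.14 in Ube4b, 0.77 ± 0.02 in Nedd8 and 0.42 ± 0.03 in Ssu72. In each gene both replicates had the same direction. The change in Nedd8 passed the thresholds, but not a fold change threshold of 2. Those in the other 3 genes did not exceed a fold change of 1.5. The change in Ndufb11 passed when the counts were normalized by library size (−0.76), by TMM (−0.97) or by DESeq2 size factors (−1.02).

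**Figure D4:**
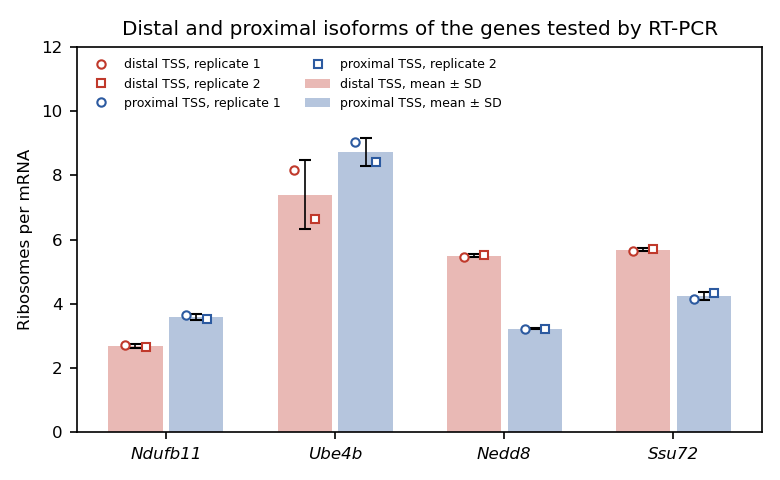
Ribosomes per mRNA (y-axis) of the distal (red) and proximal (blue) TSS isoforms of the 4 genes tested by RT-PCR (x-axis). Bars are means with SD of 2 replicates, and circles and squares are replicates 1 and 2. The proximal isoform carries more ribosomes in Ndufb11 and Ube4b, and the distal isoform in Nedd8 and Ssu72.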

To verify the observed isoform‐specific TE, we randomly chose four genes with significant TE difference between their TSS isoforms for validation. Using an independent cap‐capturing strategy based on specific cap‐dependent linker ligation (Materials and Methods), we amplified the 5ʹ end complete cDNA products from RNA extracted from non‐ribosomal fraction and polysomal fraction separately. All of the cDNA products were of the size consistent with the corresponding TSSs (Fig 2B). 

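For the TSSs of Ndufb11, Ube4b, Nedd8 and Ssu72, the ratio of distal to proximal counts in the 4 polysome fractions was divided by that in free RNP and 40S/60S. On the log2 scale it was −2.48 ± 0.08 in Ndufb11, −1.54 ± 0.58 in Ube4b, 1.96 ± 0.32 in Nedd8 and 1.17 ± 0.11 in Ssu72 (SD, n = 2 replicates), with the same sign in both replicates of every gene. Ube4b, with the widest spread, had the fewest nonribosomal counts, 58 and 97 for the distal and 34 and 44 for the proximal isoform in replicates 1 and 2. No test was made, since 2 replicates are too few for an exact test.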

More importantly, the ratio of relative abundance of TSS isoforms between non‐ribosomal and polysomal fractions agreed to that determined by our global approach (Fig EV4).

**Figure EV4:**
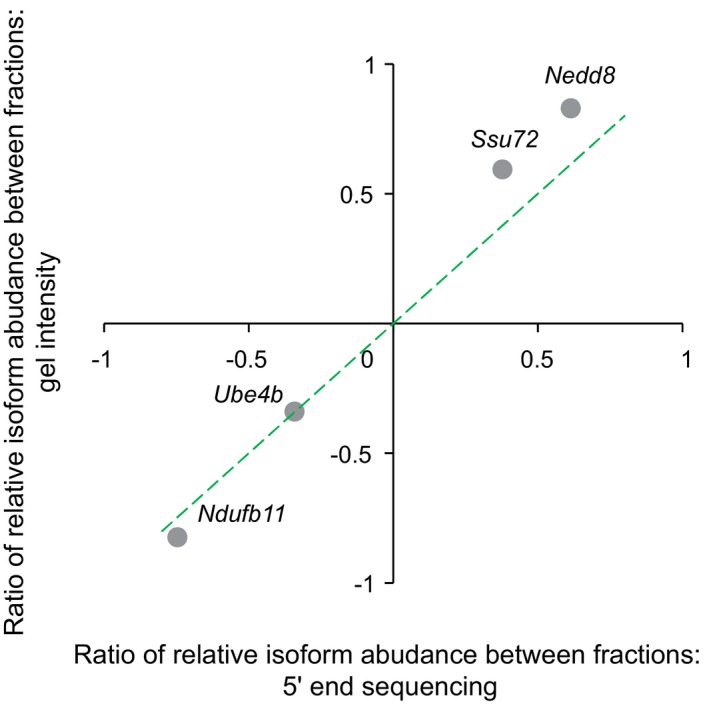
Quantitative validation of TE divergence between TSS isoforms The ratio of relative isoform abundance between fractions was calculated according to the formula $\frac{T_{\mathrm{dist},\mathrm{poly}}/T_{\mathrm{prox},\mathrm{poly}}}{T_{\mathrm{dist},\mathrm{nonribo}}/T_{\mathrm{prox},\mathrm{nonribo}}}$, where *T*_dist,poly_ and *T*_prox,poly_ represented the isoform abundance of distal and proximal TSSs in the polysomal fraction, respectively; *T*_dist,nonribo_ and *T*_prox,nonribo_ represented the isoform abundance in the non‐ribosomal fraction. The ratio determined based on agarose gel image (*y*‐axis) was plotted against that estimated based on 5ʹ end sequencing (*x*‐axis).

To further examine whether the sequence difference of alternative 5ʹUTRs is able to drive the observed TE divergence, we used an *in vivo* reporter system to compare the TE of a *Renilla* luminescent reporter gene led by the 5ʹUTR sequences derived from paired alternative TSS isoforms identified in eight genes (Materials and Methods). As shown in Fig 2C, seven out of the eight pairs showed significant differential TE biased toward the same isoforms as observed in our global analysis. Notably, the 5ʹUTR sequence from *Ndufb11* shorter isoform resulted in eleven times higher TE than that from the longer one, demonstrating alternative 5ʹUTR sequences can confer significant contribution to translational regulation.

### Isoforms with longer 5ʹUTR tend to have lower translational efficiency

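A 5ʹUTR length was computed for each TSS from the midpoint of its cluster to the annotated start codon of its gene, without introns. Both isoforms had a length in 5942 pairs past the filter, from 3039 genes. The median difference in length was 99 nt.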

To understand the ways in which TSS isoforms differentially affect TE, we first sought to check for the global effect of 5ʹUTR length and observed two interesting trends based on 6,536 pairwise comparisons between alternative isoforms with unambiguously determined 5ʹUTRs (Materials and Methods). First, as shown in Fig 3A, the larger the length difference between the two isoforms, the higher the fraction associated with significant TE divergence, indicating that longer divergent sequences might contain more regulatory elements exclusively used by the long isoforms. 

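The length differed by under 100 nt in 2990 pairs, by 100 to 1000 nt in 2886 and by over 1000 nt in 66. TE differed significantly in 3.78% of the first group (95% Wilson interval 3.15 to 4.52%), 18.7% of the second (17.3 to 20.2%) and 42.4% of the third (31.2 to 54.4%). Because pairs of a gene share isoforms, they are not independent. Measured by the genomic distance between the TSSs in place of 5ʹUTR length, which needs no start codon, 3.96% of 3381 pairs under 100 nt, 20.4% of 4645 pairs at 100 to 1000 nt and 33.5% of 1954 pairs over 1000 nt were significant.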

Second, more interestingly, when plotting the relative TE for long and short TSS isoforms derived from the same genes, we evidenced a global tendency that longer isoforms were associated with lower TE (Fig 3B). 

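Of the pairs with both 5ʹUTR lengths, 681 (11.5%) had a significant TE difference. The longer isoform had the lower TE in 531 of them and the higher in 150, a share of 78.0% (Wilson interval 74.7 to 80.9%; two-sided binomial test across pairs, p = 8.79e-51). With only the 2 most abundant isoforms of each gene, it was 210 of 268 genes, or 78.4%. Normalization by library size gave the largest change among the settings that keep these pairs, with 689 of 916 pairs (75.2%). Restricted to isoforms whose 5ʹUTR had a reconstructed sequence, a choice made after the data were seen, the share was 61.1% of 211 pairs. Isoforms with TSSs upstream of annotated transcripts had a length but no sequence, and so were not in this restricted set.
In the 480 genes with a significant pair of their 2 most abundant isoforms, whether or not a 5ʹUTR length could be assigned, the distal isoform had the lower TE in 55.8% (268; Wilson interval 51.4 to 60.2%; binomial test, p = 0.012). This share fell to 36.25% (87 of 240 genes; binomial test, p = 2.44e-05) when both TSSs had to lie in annotated 5ʹUTRs, introns included. In a split made after the data were seen, it was 53.3% of 92 genes with both TSSs in exons. With at least 1 TSS in an intron it was 26.5% of 185 genes. The reversal was thus not seen for exonic TSSs.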

Among the 1,025 isoform pairs with significant TE difference, nearly 80% (814) showed a longer 5ʹUTR lower TE bias (Fig 3B). Such trend became more prominent with the increase of 5ʹUTR length difference between TSS isoforms (Fig 3A), suggesting that 5ʹUTR sequences in general comprised of more translational repressive elements than enhancing ones.

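Among significant pairs, the longer isoform had the lower TE in 55.8% of those with a length difference under 100 nt (63 of 113; binomial test, p = 0.259), 81.7% of those with 100 to 1000 nt (441 pairs, against 99 with the longer higher) and 96.4% of those over 1000 nt (27 pairs, against 1). Over all pairs, significant or not, the median log2 fold change of the longer over the shorter isoform was 0.04, −0.04 and −0.67 in these groups. The direction held in both abundance orders, a split chosen after the data were seen, with 81.6% where the shorter isoform was the more abundant and 70.1% where the longer was. From this trend with length, the paper proposes that 5ʹUTRs contain more elements that repress translation than elements that enhance it.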

**Figure 3:**
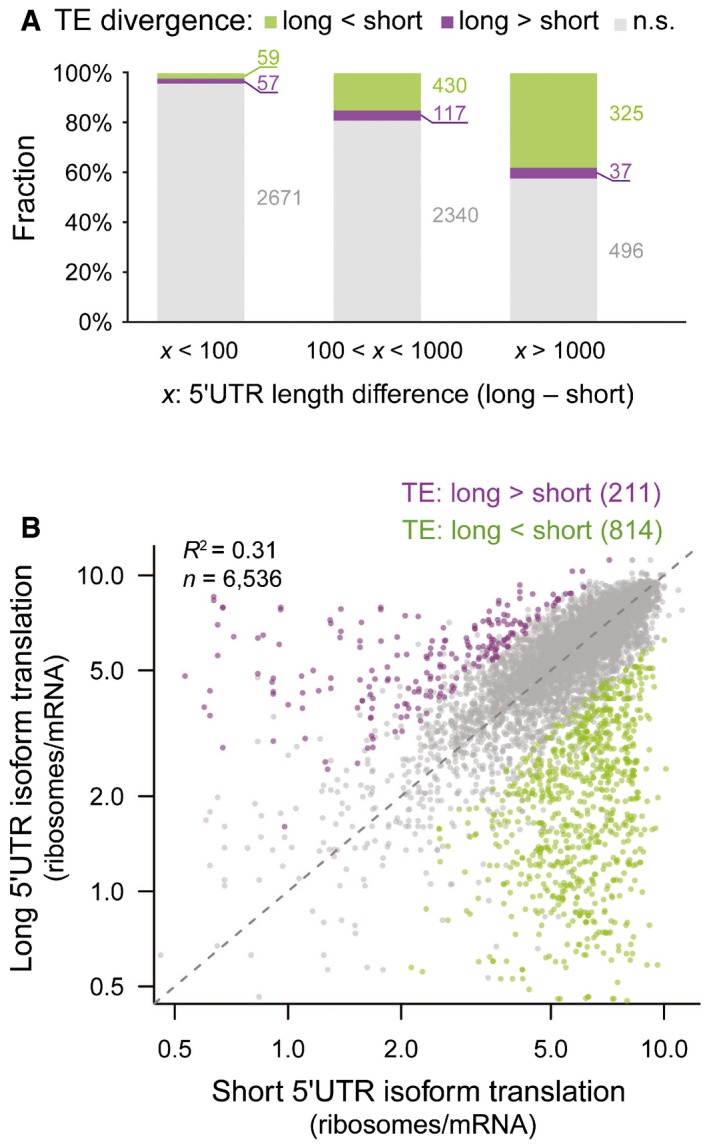
Isoforms with longer 5ʹUTR tend to have lower TE Barplots showing the fraction of alternative TSS isoform pairs with and without significant differential TE. Isoform pairs with certain 5ʹUTR length difference were grouped together. The larger the length difference between the two isoforms, the higher the fraction associated with significant TE divergence.Scatter plot comparing the number of ribosomes per mRNA between shorter 5ʹUTR isoforms (*x*‐axis) and longer 5ʹUTR isoforms (*y*‐axis) from the same genes. Purple and green dots were isoform pairs with significant differential TE biased toward longer and shorter isoforms, respectively.

### Upstream translation starting at AUG negatively affects the main ORF translation

Next, we aimed to characterize the sequence features in the 5ʹUTRs that could account for the observed TE divergence between alternative TSS isoforms. Given the effect of 5ʹUTR length observed above, in the following analyses, we always matched the 5ʹUTR length difference between the two groups of comparison.

Upstream ORFs (uORFs) and upstream AUGs (uAUGs, without in‐frame stop codons in the 5ʹUTRs) have been reported to negatively affect TE of the main ORFs (Mueller & Hinnebusch, 1986; Matsui *et al*, 2007; Calvo, 2009). To check whether the presence of uORFs between the alternative isoforms contributed to the observed TE difference, we first separated the isoform pairs into two groups according to the presence of uORFs in the divergent 5ʹUTRs. Comparing the distribution of isoform‐specific TE divergence between the two groups, we observed significant differences such that the presence of uORFs led to larger TE decrease in the longer isoforms (Fig 4A). Indeed, for the isoform pairs with longer one translating less efficiently, uORFs appeared in their divergent 5ʹUTRs at a significantly higher frequency than for the remaining pairs (85.5% versus 30.2%, *P* = 1.0e‐44, Fisher's exact test). 

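Following the authors' code, pairs were used in which both isoforms exceeded 5% of the gene's mRNA and the 5ʹUTR lengths differed by under 1000 nt (2110 pairs with 5ʹUTR sequence). In 638 pairs of 471 genes the longer isoform had at least 1 more uORF, and their median log2 fold change of long over short was −0.08. The 500 controls without such a difference, matched on the log10 length difference, had a median of 0.10. The difference of −0.18 exceeded what exchange of the group labels gave (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give; 1e-05 also after adjustment over the features tested). In replicates 1 and 2 the medians of the pairs with more uORFs were −0.07 and −0.10. The matching left a difference in length, with a median of 155.5 nt in the pairs with more uORFs and 96 nt in the controls. Placing the TSS at the 5ʹ edge of its cluster in place of the midpoint moved the difference most, to −0.12.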

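In the pairs with 5ʹUTR sequence and both isoforms over 5% of the gene's mRNA, the longer isoform was significantly lower in 71, and 57 of these (80.3%, Wilson interval 69.6 to 87.9%) had more uORFs in the longer isoform. Of the remaining 2040 pairs, 582 had (28.5%; odds ratio 10.2, two-sided Fisher's exact test, p = 1.05e-18). Against the 45 pairs in which the longer isoform was significantly higher, of which 10 had more uORFs (22.2%), the odds ratio was 14.25. Pairs with the longer isoform lower also differed more in length, by a median of 177 nt against 78 nt in the remaining pairs.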

We then further checked whether the number of uORFs was correlated with the degree of translation inhibition. 

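The pairs with more uORFs in the longer isoform were divided by how many more it had, each group with its own 500 controls. With 1 more uORF (393 pairs) the median log2 fold change of long over short was −0.03, with 2 more (115 pairs) −0.12, and with 3 or more (130 pairs) −0.32. Their differences from the controls were −0.12, −0.22 and −0.43 (permutation test, p = 1e-05 in each, the smallest possible). The length difference grew along with the number of uORFs, with medians of 110, 151 and 329 nt, and the controls did not match it fully, with 85.5, 102.5 and 120 nt. Across the pairs, Spearman's rho between the number of additional uORFs and the log2 fold change was −0.278, and −0.312 when the length difference was held constant.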

Consistent with previous report (Calvo, 2009), as shown in Fig 4A, more uORFs in the divergent 5ʹUTRs resulted in larger TE decrease in the longer isoforms.

**Figure 4:**
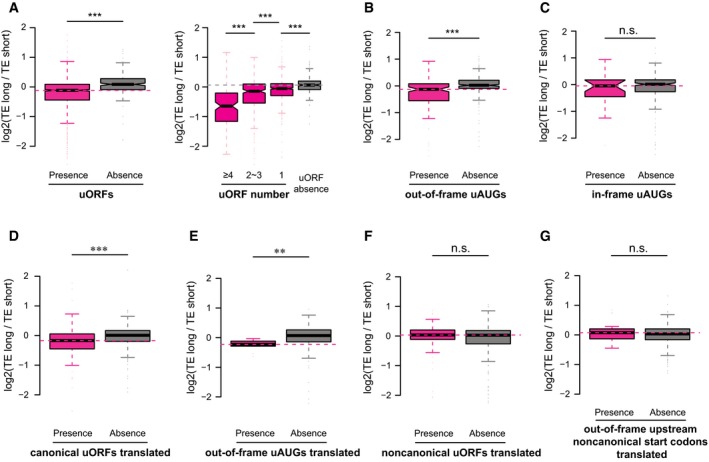
Upstream translation started at AUG negatively affects the main ORF translation Left: Boxplots comparing the log2 TE fold changes between two groups of alternative isoform pairs, one group with at least one uORF present in the isoform‐divergent 5ʹUTR and the other without. Right: The group with uORF was further separated into three subgroups according to the number of uORFs present in the divergent 5ʹUTR.Same as (A)—left, but the sequence feature of interest is the out‐of‐frame uAUGs.Same as (A)—left, but the sequence feature of interest is the in‐frame uAUGs.Same as (A)—left, but the sequence feature of interest is the translated uORFs (i.e. supported by ribosome footprinting) with canonical AUG start codon.Same as (A)—left, but the sequence feature of interest is the translated out‐of‐frame uAUGs (i.e. supported by ribosome footprinting).Same as (A)—left, but the sequence feature of interest is the translated uORFs (i.e. supported by ribosome footprinting) with non‐canonical start codons.Same as (A)—left, but the sequence feature of interest is the translated out‐of‐frame upstream non‐canonical start codons (i.e. supported by ribosome footprinting).Data information: **P < 0.01, ***P < 0.001; Mann–Whitney *U*‐test. Box edges represent quantiles, whiskers represent extreme data points no more than 1.5 times the interquartile range.

In our previous study (Hou *et al*, 2015), we observed that out‐of‐frame and in‐frame uAUGs conferred different effects on translational regulation—whereas out‐of‐frame uAUGs tended to decrease TE, in‐frame uAUGs did not show significant impact. Using the same analysis as for uORFs, here we also checked for the two subtypes of uAUGs separately. 

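A uAUG is counted here when no stop codon in its frame follows within the 5ʹUTR. In 94 pairs of 79 genes the longer isoform had an additional out-of-frame uAUG, and their median log2 fold change of long over short was −0.12 (−0.07 in each replicate alone), against 0.04 in 500 controls matched on length (medians of 79 and 78 nt). The difference was −0.16 (two-sided permutation test, p = 1e-05, the smallest possible). An additional in-frame uAUG was found in 8 pairs, too few for a test under the rule of at least 10 pairs. With isoforms over 1% of the gene's mRNA, 20 pairs had an in-frame uAUG and did not differ from their controls (medians of 0.06 in both; permutation test, p = 0.961).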

In consistence with our previous findings, the presence of out‐of‐frame uAUGs but not the in‐frame ones in the divergent 5ʹUTRs led to the decreased TE of the longer isoforms (Fig 4B and C).

The analysis of uORFs/uAUGs described above was based on the presence of canonical start codon (AUG) in the 5ʹUTR sequences. However, some of these uORFs/uAUGs might not be used in the 3T3 cells, and it has been shown that mRNA translation, particularly for uORFs, could initiate from non‐canonical start codons (Ingolia *et al*, 2011; Fritsch *et al*, 2012). To further substantiate the observed negative impact of upstream start codons on translation of main ORFs, we ascertained a set of uORFs/uAUGs supported with experimental evidence. Based on initiating ribosome profiling we performed for this purpose, together with published 3T3 ribosome footprinting data (Shalgi *et al*, 2013), we identified a total of 163 canonical uORFs and 9 out‐of‐frame uAUGs using the ORF‐RATER tool developed recently (Fields *et al*, 2015). Restricting the above analyses to these uORFs/uAUGs, we again witnessed the same regulatory tendency (Fig 4D and E). Intriguingly, such effects were neither observed for uORFs led by non‐canonical start codons (CUG, GUG, or UUG), nor for out‐of‐frame non‐canonical upstream start codons (Figs 4F and G, and EV5A and B).

**Figure EV5:**
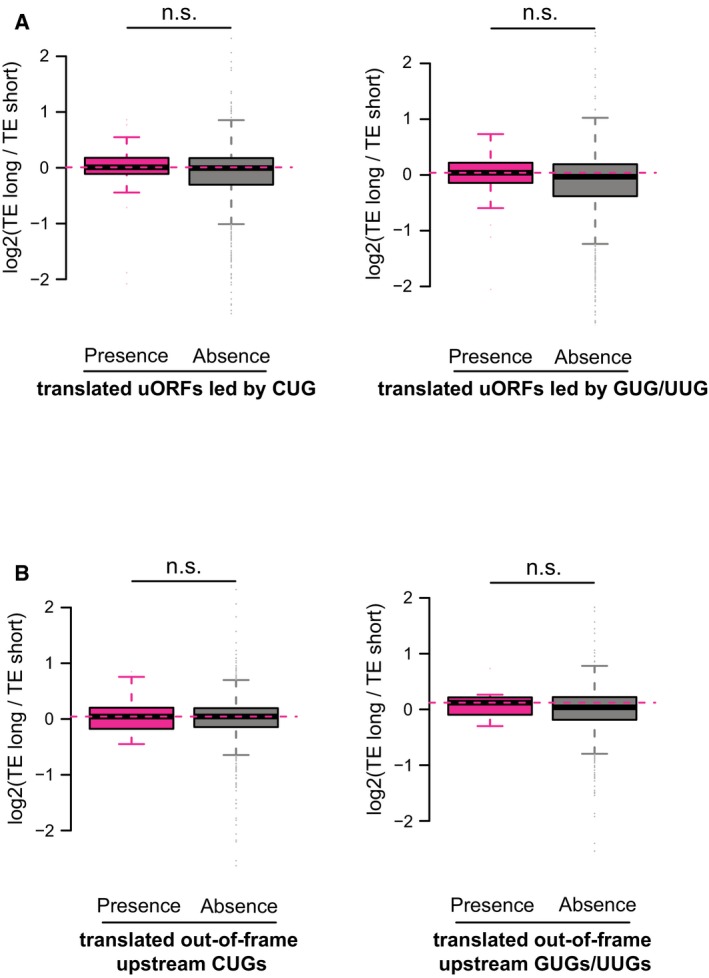
Upstream translation at non‐AUG start codon had no significant impact on main ORF translation Similar to Fig 4F, but split non‐canonical uORFs into uORFs led by CUGs and uORFs led by GUGs/UUGs.Similar to Fig 4G, but split out‐of‐frame upstream non‐canonical start codons into out‐of‐frame upstream CUGs and out‐of‐frame upstream GUGs/UUGs.Data information: Box edges represent quantiles, whiskers represent extreme data points no more than 1.5 times the interquartile range.

### 5ʹ cap‐adjacent stable RNA secondary structures inhibit translation

*In vitro* experiments have shown stable RNA secondary structures in vicinity of mRNA 5ʹ ends could diminish translation initiation (Kozak, 1989). To check whether such observation also holds true *in vivo* and whether the presence/absence of RNA secondary structures close to 5ʹ ends could contribute to the observed TE difference between alternative TSS isoforms, we calculated and compared the minimum free energy (MFE) in the regions immediately following the alternative TSSs. Compared to isoform pairs that had stable structures immediately after TSSs (MFE < −30 kcal/mol for 50‐nt RNA fragments) in both or neither of the isoforms, the genes with stable RNA structures only in one isoform showed significantly different TE divergence between the two isoforms. 

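The minimum free energy of the first 50 nt after each TSS was computed with RNAfold, and a value below −30 kcal/mol was taken as a stable structure. The structure was found in the longer isoform only in 5 pairs, with a median log2 fold change of long over short of −0.22, and in the shorter isoform only in 3 pairs, with a median of 0.44. In the other 2102 pairs, with the structure in both or neither isoform, the median was 0.04 (interquartile range −0.10 to 0.18). With 5 and 3 pairs, under the limit of 10 set for a test, no test was made. Fragments here start at the midpoint of a TSS cluster, and from its 5ʹ edge 4 pairs had the structure in the longer isoform only. The authors' own marks in Code EV1 are more frequent than this definition gives for the same TSSs. The cause was not tested, and these numbers hold for the present definition only.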

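Tgfb1 and Efcab2 each have several TSSs upstream of a start codon. In Tgfb1, on the plus strand of chromosome 7 (mm10), the distal TSS at 25686999 to 25687028 gave an isoform with 7.09 ± 0.50 ribosomes per mRNA (SD, n = 2 replicates) and the TSS closest to the start codon, at 25687799 to 25687891, one with 4.14 ± 0.06, a significant log2 fold change of 0.78 ± 0.08. The TSS just downstream of the distal one, at 25687064 to 25687068, had 37 and 38 counts in the replicates and carried 0.81 and 2.33 ribosomes per mRNA, so its level was poorly measured. In Efcab2, on the plus strand of chromosome 1, the TSS at 178405754 to 178405795 gave 1.39 ± 0.19 ribosomes and the TSS at 178405980 to 178406100, the main isoform, 2.66 ± 0.33, a significant log2 fold change of −0.94 ± 0.02.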

Apparently, the presence of stable RNA structures near 5ʹ cap led to translational repression (Fig 5A; see Fig EV6A and B for two examples), indicating such negative impact on translation observed previously *in vitro* also worked *in vivo* as a general regulatory mechanism. Beyond the region immediately after TSSs, as shown in Fig 5B, stable RNA structures (MFE < −35 kcal/mol in 50‐nt RNA fragments) still conferred negative impact on translation, although much weaker. 

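Downstream of the first 50 nt, windows of 50 nt with a minimum free energy below −35 kcal/mol, placed every 10 nt along the 5ʹUTR, were found in the longer isoform only in 3 pairs, with a median log2 fold change of long over short of −0.26. The median of the other 2107 pairs was 0.04. No test was made on 3 pairs, and at this number of pairs a weak effect was not detectable.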

The results remained the same if ensemble free energy (EFE) instead of MFE was used (Fig EV6C and D).

**Figure 5:**
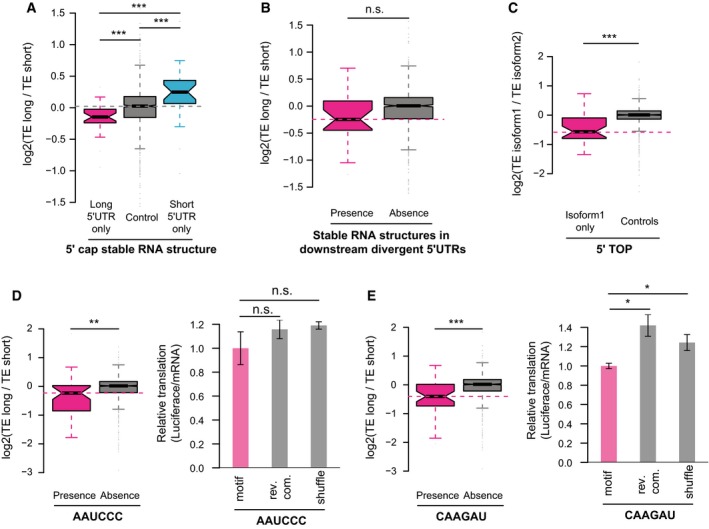
Roles of stable RNA structures, 5ʹ TOP sequences, and sequence motifs within 5ʹUTR for translational regulation Boxplots comparing the log2 TE fold changes between three groups of alternative isoform pairs, the first group with 5ʹ cap‐adjacent (50 nt to 5ʹ ends) stable RNA secondary structures (MFE < −30 kcal/mol) present only in long 5ʹUTR isoforms, the second group with 5ʹ cap‐adjacent stable RNA structure present/absent in both isoforms, and the last group with 5ʹ cap‐adjacent stable RNA structure present only in short 5ʹUTR isoforms.Boxplots comparing the log2 TE fold changes between two groups of alternative isoform pairs, one group with stable RNA secondary structures (MFE < −35 kcal/mol in any 50‐nt RNA fragments) present in the downstream divergent 5ʹUTR and the other without.Boxplots comparing the log2 TE fold changes between TOP genes and non‐TOP genes (controls). For TOP genes, the TE fold changes were the ratios between the isoforms with 5ʹ TOP sequences present and isoforms without, and for non‐TOP genes, isoforms were randomly assigned as numerators and denominators.Left: Boxplots comparing the log2 TE fold changes between two groups of alternative isoform pairs, one group with the motif AAUCCC present in divergent 5ʹUTRs and the other without.Right: Luciferase assay comparing the relative TE between reporter genes with five copies of motif AAUCCC, reverse complement of motif AAUCCC, and randomly shuffled sequences in their 5ʹUTRs (*n* = 3; mean ± SEM; n.s. *P* > 0.05).Similar to (D), but the motif is CAAGAU (*n* = 3; mean ± SEM; *P < 0.05; Student's *t*‐test).Data information: In boxplots, *P < 0.05, **P < 0.01, ***P < 0.001; Mann–Whitney *U*‐test. Box edges represent quantiles, whiskers represent extreme data points no more than 1.5 times the interquartile range.

**Figure EV6:**
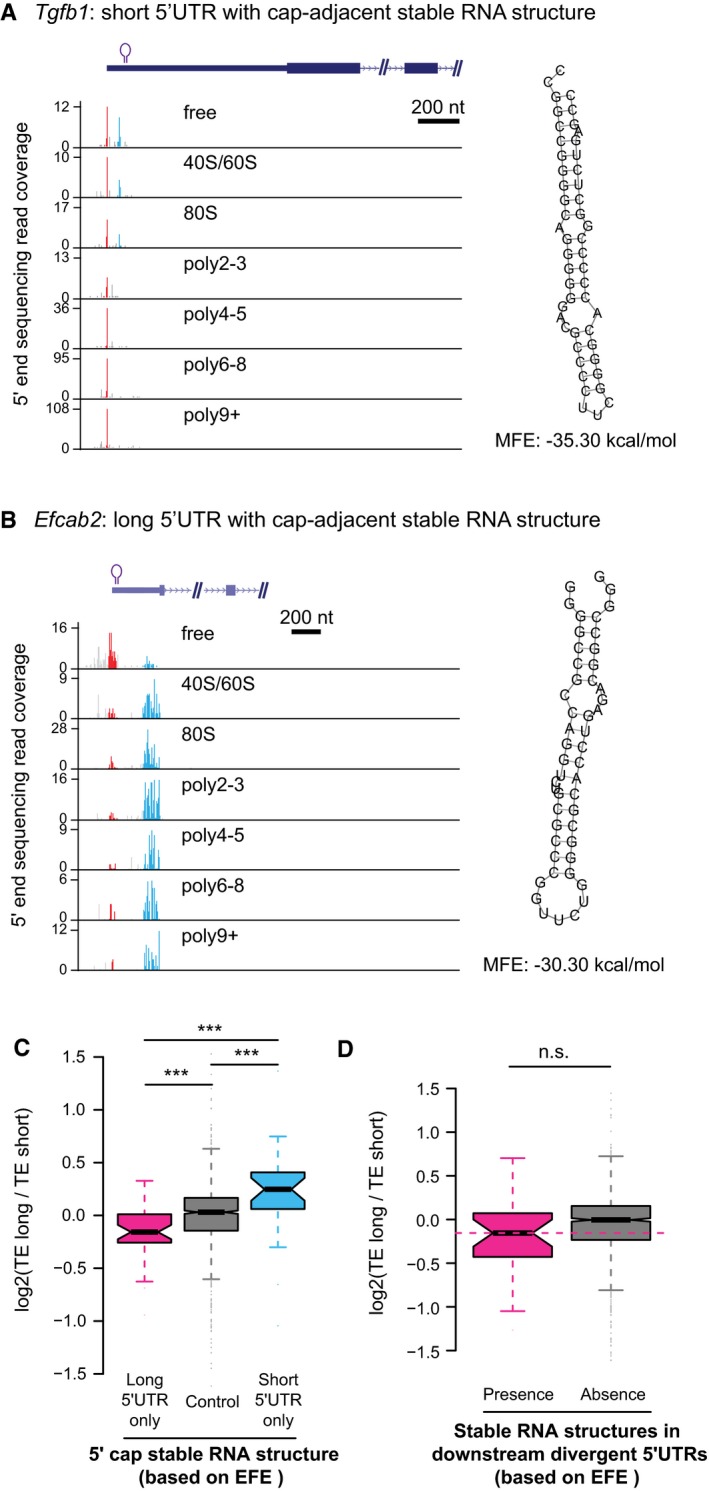
Cap‐adjacent stable RNA structures inhibit translation A, BTwo examples showing that cap‐adjacent stable RNA structures repressed translation. The description of the two genes can be found in Table EV3.C, DSame as Fig 5A and B, but based on EFE to define stable RNA structures. ***P < 0.001; Mann–Whitney *U*‐test. Box edges represent quantiles, whiskers represent extreme data points no more than 1.5 times the interquartile range.

### TSS isoforms with 5ʹ TOP sequences are translated less efficiently

Another category of known translational regulatory elements located close to TSSs is 5ʹ TOP, which is a highly conserved sequence stretch consisting of a C residue at the cap site, followed by 4–14 pyrimidines (Meyuhas *et al*, 1996). 5ʹ TOP is a sequence hallmark for most vertebrate mRNAs that encode ribosomal proteins and translation elongation factors (Meyuhas, 2000). Protein synthesis of these TOP genes is highly sensitive to cell growth rate, with growth arrest leading to strong inhibition of their translation (Meyuhas, 2000). To check whether the presence/absence of 5ʹ TOP sequence contributed to the observed TE divergence between TSS isoforms, we collected 166 known TOP genes from literature (Hsieh *et al*, 2012; Thoreen *et al*, 2012). Among these, 33 genes expressed multiple TSS isoforms in 3T3 cells, of which one isoform contained 5ʹ TOP sequences (C followed by at least 4 pyrimidines). Comparing to the isoforms from the same gene but without 5ʹ TOP sequences, the TOP‐containing isoforms tended to translate significantly less efficiently (Fig 5C). Given that our study was performed in cells under normal growth condition, this observation suggests the TOP sequences may to some extent repress translation even without growth arrest.

### Novel sequence motifs associated with isoform‐specific translation

To further extract potential regulatory sequence elements, we extended our sequence feature analyses by correlating the appearance of all hexamers in the divergent 5ʹUTRs to the observed TE difference. As AUG‐containing hexamers may reflect the presence of uORFs or uAUGs, they were excluded for this analysis. In total, we identified 137 hexamers significantly correlated with the observed TE divergence (BH‐corrected *P*‐value < 0.01), all of which acted negatively on translational regulation (Table EV4). For instance, the presence of hexamer AAAAAU, which matches the binding motif of PABPC1 (Paz *et al*, 2014), attenuated TE significantly (adjusted *P* = 6.4e‐04). 

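Hexamers without AUG were tested for their presence in the 5ʹ part of the longer 5ʹUTR that its extra length spans, in the 2110 pairs used for sequence features. Where the isoforms have different first exons, this part is not exactly the sequence that only the longer isoform has. The legend of Fig 5 names the Mann-Whitney U-test for its boxplots, which include single hexamers. A rank test stratified by length difference was used here, and both it and the unstratified alternative were chosen after the data were seen. Of 3032 hexamers found often enough to test, 0 had a Benjamini-Hochberg adjusted p under 0.01, and 409 had an unadjusted p under 0.05. With the Mann-Whitney U-test without length strata, 7 hexamers were significant, all with a lower TE of the longer isoform. Of the 137 hexamers in Table EV4, 121 could be tested, and 108 of them went with a lower TE of the longer isoform. Their median z was −1.59, against −0.0644 for the other hexamers. The paper chose the 137 from the same libraries, and by its account all acted negatively. Their direction here is thus no independent support. In 20 data sets with shuffled fold changes, at most 1 hexamer was called.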

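The hexamer AAAAAU was present in that 5ʹ part of the longer 5ʹUTR in 21 pairs. Their median log2 fold change of long over short was lower than that of the other pairs by a difference of −0.25 (van Elteren's stratified rank test across n = 2110 pairs, two-sided, z = −4.32, p = 1.54e-05, Benjamini-Hochberg adjusted p = 0.0233). Without length strata the adjusted p was 0.00361 (Mann-Whitney U-test, n = 2110 pairs).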

Interestingly, although PABPC1, a cytoplasmic poly(A) binding protein, typically binds to 3ʹ poly(A) tails of eukaryotic mRNAs, it has been shown that PABPC1 binding to an A‐rich elements in its own 5ʹUTR could inhibit its translation (de Melo Neto *et al*, 1995; Melo *et al*, 2003). To substantiate our findings on other hexamer motifs, we chose two hexamers (AAUCCC and CAAGAU) for validation using reporter assays (Materials and Methods). As illustrated in Fig 5D and E, the presence of five copies of each of the two motifs in 5ʹUTRs indeed decreased the translation of the luciferase reporter gene.

### Quantitative models explaining the TE difference between alternative TSS isoforms

The analyses so far have revealed a variety of sequence features mediating TE regulation between alternative TSS isoforms. To further understand the relative contribution of these elements to the observed TE divergence, alone or in combination, we trained nonlinear regression models (Materials and Methods). 

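Variance explained was computed as the squared correlation of a linear fit of log2 TE fold change on each feature, over the 211 significant pairs with 5ʹUTR sequence, since the nonlinear regression tool named in the methods was not used here. The number of additional uORFs explained 20.9% and the difference in 5ʹUTR length 5.89%. Over all 681 significant pairs with a length, a set chosen after the data were seen, length explained 26.0%. The numbers of uORFs and of in-frame and out-of-frame uAUGs, structures next to the cap and log10 length difference together, in a linear model, explained 27.8% of the variance over the 211 pairs. Hexamers and 5ʹ TOP motifs were not in this model, and no pair of this set differed in downstream structures.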

As shown in Fig 6A, as individual features, the number of uORFs in the divergent 5ʹUTRs and the 5ʹUTR length difference between the two isoforms were the two best single predictors for TE difference, which explained 35.5 and 35.1% of its variance, respectively. 

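In the same linear fits, the number of out-of-frame uAUGs explained 4.95% of the variance, in-frame uAUGs 1.99% and a stable structure next to the cap 0.544%.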

The number of out‐of‐frame AUGs and the appearance of stable RNA secondary structures near 5ʹ ends had less prediction power, probably due to their limited occurrence in our dataset, yet explaining the difference by 3.7 and 3.5%, respectively (Fig 6A). In combination, the model integrating all the features explained 57% of the variance of observed TE difference (Figs 6B and EV7). To further test the predictive power in model generalization, 10‐fold cross‐validation procedure was applied, in which models trained on nine tenth of all isoform pairs with significant TE divergence were used to predict the observed TE difference for the remaining one tenth pairs. In 100 times randomly partitioning of training and test datasets, the models on average explained 45% of the variance of TE difference observed between the test isoform pairs (Fig 6C).

**Figure 6:**
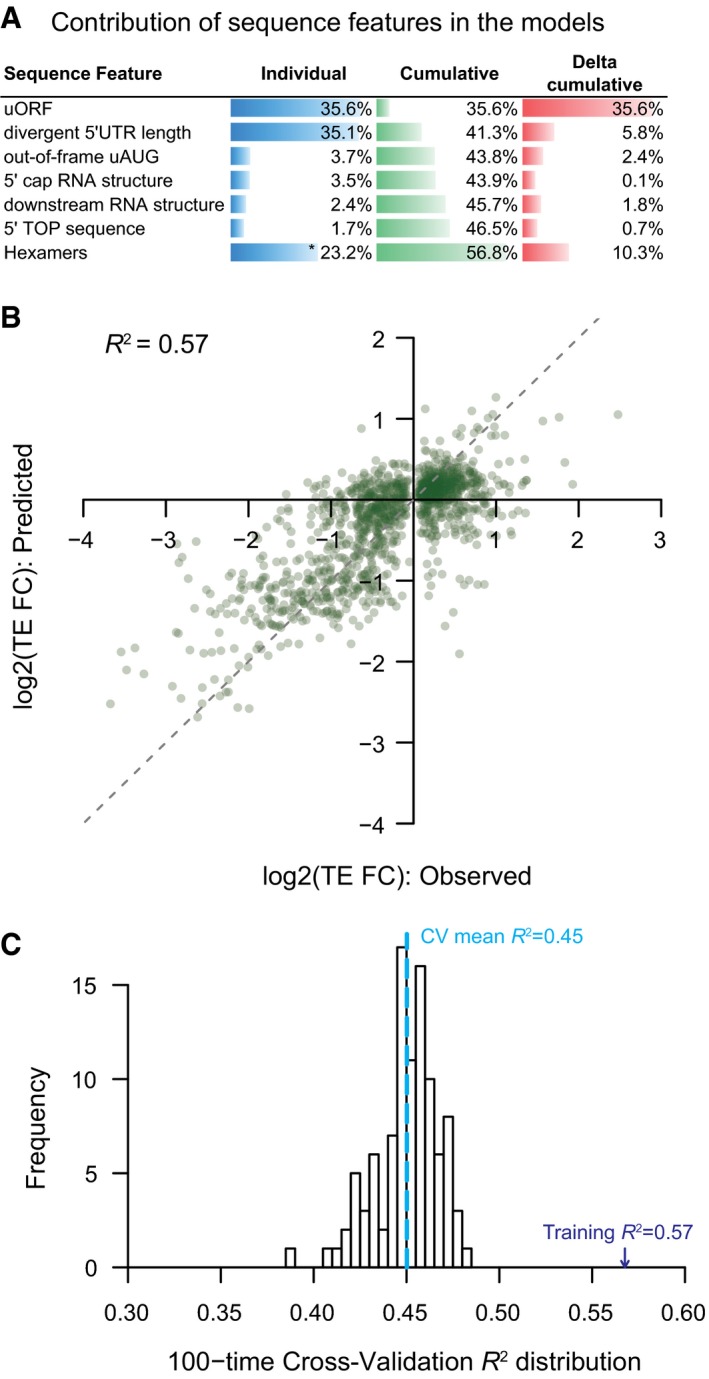
Quantitative model explaining the TE difference between alternative TSS isoforms Barplots showing the individual and cumulative contribution for sequence features in explaining the TE difference between alternative TSS isoforms. Individual: variance of TE divergence explained by the model with only the sequence feature; Cumulative: variance explained by the model combining the sequence feature and those above; Delta cumulative: additional variance explained by adding the sequence feature to the model. *The value was the contribution of all significant hexamer motifs.The combinatory nonlinear regression model based on all sequences features investigated in this study explained 57% variance of TE difference between alternative TSS isoforms.Histogram showing the distribution of model‐explained variance in the 100 times cross‐validation procedure.

**Figure EV7:**
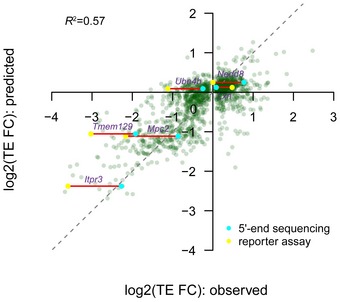
Performance of the combinatory nonlinear regression model Same as Fig 6B, but in addition, we marked the six genes that were tested by luciferase reporter assay (Fig 2C) and containing unambiguously determined 5ʹUTR sequences (see Materials and Methods). The TE divergence values estimated based on 5ʹ end sequencing data are shown in cyan, and those based on reporter assay are shown in yellow.

## Discussion

In the multi‐step process of eukaryotic protein biogenesis, transcription initiation serves as the first layer in the control of gene expression. Transcription initiated from alternative promoters usually leads to the formation of mRNA transcripts sharing the same coding sequences yet different 5ʹUTRs, thereby subject to potential differential translational regulation. Although the functional significance of such coordination between transcription and translation through “writing” and “reading” alternative 5ʹUTRs has been demonstrated for a handful of genes, the prevalence of the 5ʹUTR‐isoform‐specific translational control across a mammalian genome is currently unknown. Here, we for the first time report a genome‐wide survey of the interdependence between transcription and translation in mammalian cells by combining polysome profiling and mRNA 5ʹ end sequencing. Our data revealed substantial coordinated regulation of the two processes via alternative TSS usage: around half of expressed genes initiated their transcription at multiple sites, nearly 20% of which showed significant translational difference between alternative TSS isoforms. The large set of genes with TSS isoform‐divergent translational regulation collected in this study also enabled systematical characterization of the regulatory effect of diverse sequence features embedded in 5ʹUTRs.

Three lines of evidence demonstrated that our approach faithfully measured the translational status associated with distinct TSS isoforms. First, at the gene level, TE values estimated based on our polysome profiling correlated well with those based on both ribosome footprinting and mass spectrometry‐based proteomics measurement. Second, for four randomly chosen multi‐TSS genes, we validated the identified TSS isoforms and their differential translational status using an independent experimental strategy. Finally, using an *in vivo* reporter assay, we demonstrated that alternative 5ʹUTR sequences could drive the TE divergence observed in our global analysis.

A recent study combining polysome profiling with RNA‐seq (TrIP‐seq) sought to address the mRNA isoform‐specific translational control in a comprehensive manner (Floor & Doudna, 2016). One of their observations that the predominant contribution to isoform‐specific translational status came from sequence features in 3ʹUTRs over those in 5ʹUTRs, agreed neither with our results, nor with a previous direct survey on the translational impact of 3ʹUTR diversity (Spies *et al*, 2013). Indeed, the 3ʹUTR study, also performed in 3T3 cells, found that alternative 3ʹUTRs had only modest effect on TE, suggesting 3ʹUTR isoform choice plays a minor role in regulating translation. Although the inconsistent observations between these studies could be attributed to the large difference in the cell types studied (mouse NIH3T3 versus human HEK 293T), a more possible explanation lies in the different strategies used to quantify isoform abundance. Whereas both studies in 3T3 cells applied targeted experimental approaches to directly measure the expression of isoforms with distinct 5ʹ (5ʹ end sequencing in this study) or 3ʹ ends (3P‐/2P‐seq in Spies *et al*, 2013), TrIP‐seq used Cufflinks suite to estimate the abundance of isoforms resulted from both 5ʹ and 3ʹ end diversity as well as alternative splicing. On one hand, whereas the latter study could offer better insights into the relative contribution of different regions along the transcripts, the other two focused on one specific UTR and might both over‐ and underestimate the contribution from their targeted regions. For instance, if a pair of alternative 5ʹ end and 3ʹ end concurred in one transcript, the observed translational status associated with that specific transcript might be erroneously attributed to either region under study, thus generating false‐positive findings. In contrast, the effect from one region could be offset by the opposite impact from the other region, thus resulting in false negatives. While such scenarios may exist and can even explain some of our observed isoform‐TE differences that could not be fully accounted by the features investigated in this study, we believe they do not affect our general conclusions. Based on the published 3P‐/2P‐seq data (Spies *et al*, 2013), we separated the 4,153 multi‐TSS genes into two groups: 1,841 with one 3ʹ end and 1,767 with multi‐3ʹ end. For both groups, a similar percentage (353/1,841 versus 289/1,767) showed significant TE divergence between alternative TSS isoforms. The results from our sequence feature analyses also held true even if restricted to either gene groups (Fig EV8). On the other hand, more importantly, compared to isoform abundance estimation based solely on RNA‐seq, direct isoform profiling using targeted approaches undoubtedly provides more accurate quantification. Particularly, about half of the TSSs identified in this study were not annotated in either RefSeq or Ensembl. Those unannotated isoforms would be overlooked in the TrIP‐seq analysis based on available annotation. In addition, our conclusions on the substantial impact of 5ʹUTRs are supported by our previous observation that the SNPs responsible for allele‐specific TE were enriched in 5ʹUTRs (Hou *et al*, 2015). Mechanistically, the stronger regulatory impact of 5ʹUTRs on translation in general agrees with the notion that translation initiation is the rate‐limiting step with higher regulatory potential (Sonenberg & Hinnebusch, 2009).

**Figure EV8:**
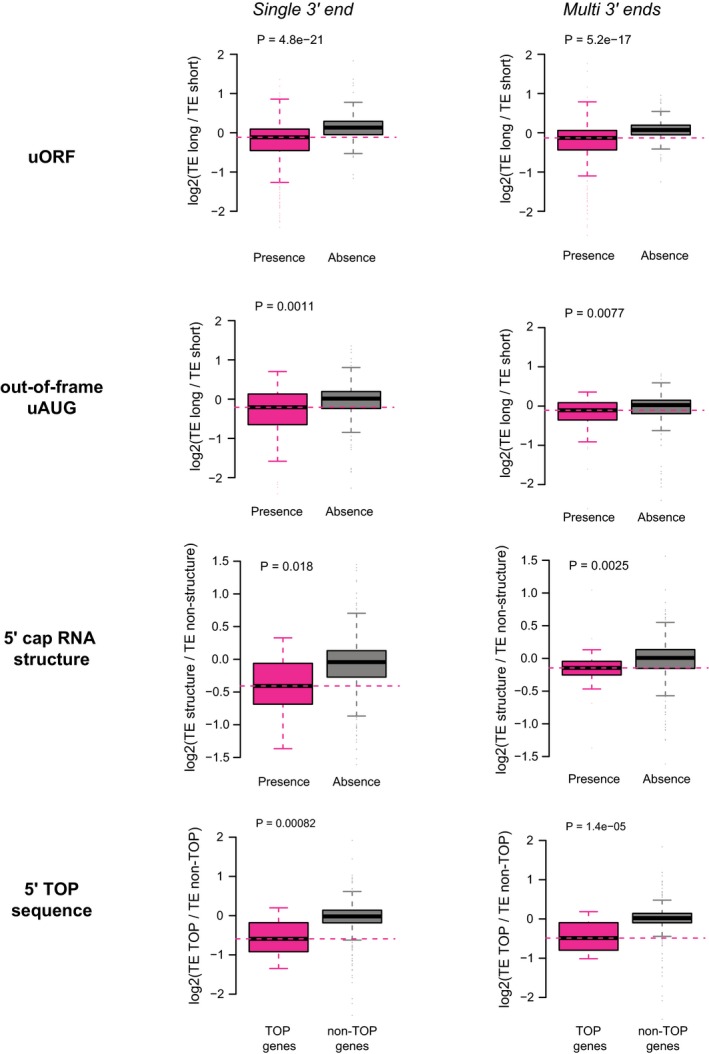
Sequence features associated with translational regulation conferred significant impact in genes with single or multiple 3ʹ ends All the multi‐TSS genes were separated into two groups based on whether only one or more 3ʹ end were identified in the study from Spies *et al* (2013). Similar to boxplots in Figs 4 and 5, but all comparisons were performed separately for the two groups (columns), one group contained the genes with only one 3ʹ end and the other group contained the genes with more than one 3ʹ end. Sequence features including uORF, out‐of‐frame uAUG, 5ʹ cap RNA structure, and 5ʹ TOP sequence (rows) were analyzed. Box edges represent quantiles, whiskers represent extreme data points no more than 1.5 times the interquartile range.

Among the isoform pairs showing significant TE difference, longer isoforms were in general associated with lower TE; such trend became more apparent with increased length difference between isoform pairs, suggesting that sequence features embedded in 5ʹUTRs acted more frequently to repress than to enhance translation. Consistent with this, all the regulatory features that we identified by comparing TE between isoform pairs were repressive elements. Notably, our study was performed in fast‐growing fibroblasts; whether this result could be generalized awaits future work on translational regulation in various cell types and/or under diverse conditions.

Previous genome‐wide studies investigating *cis*‐regulatory elements in translational control have been mainly based on comparisons across different genes comprised of diverse CDS and UTRs, in which complex regulatory effects could not always be easily disentangled (Brockmann *et al*, 2007; Wu *et al*, 2008; Vogel *et al*, 2010). In contrast, our study focused on the TE difference between alternative TSS isoforms derived from the same gene, most of which shared the same CDS, and even 3ʹUTRs. Therefore, the confounders from outside of 5ʹUTRs were largely excluded, to achieve both improved sensitivity and specificity in detecting regulatory elements in 5ʹUTRs. As a result, our nonlinear regression model integrating all the features identified in this study explained over half of the variance of the observed TE difference between isoforms. While some of the remaining unexplained effects could still come from 5ʹUTR‐coupled alternative CDS and/or 3ʹUTRs, we believe the majority may result from other unanalyzed features in 5ʹUTRs, such as RNA modification (e.g. m^6^A), internal ribosome entry sites (IRES), and SINEUP binding sites (Carrieri *et al*, 2012; Meyer *et al*, 2015; Zhou *et al*, 2015; Zucchelli *et al*, 2015; Weingarten‐Gabbay *et al*, 2016).

Based on luciferase reporter assays performed across cell lines of various tissue origins, the TrIP‐seq study revealed that while 3ʹUTRs tend to confer cell type‐specific translational regulation, 5ʹUTRs seem to exert coherent regulation between cell lines (Floor & Doudna, 2016). This is consistent with our observation that the majority of the features identified in 5ʹUTRs mediate translational regulation through interfering with basic translational machinery. Beyond previously reported functional consequence of these features, our results still offer novel insights. For example, we have demonstrated the strong negative effect of uORFs and showed that their occurrence in the divergent 5ʹUTRs was the single best predictor for TE difference between alternative TSS isoforms. Interestingly, we found that only the uORFs with canonical AUG start codon could exert such negative regulation. Even though the non‐cognate start codons, in particular CUG, composed more upstream translation initiation sites based on ribosome footprinting data, they showed no significant effects. A recent genome‐wide study of translation initiation sites also found that uORFs led by non‐optimal AUG variants were translated in parallel to the downstream main ORF, whereas uORFs starting with AUGs in an optimal context often repressed the main ORF translation (Lee *et al*, 2012). Both studies support the leaky scanning theory and suggest that the accessibility of main ORF start codons to the initiation complex depends on the context of upstream start codons (Michel *et al*, 2014). Intriguingly, compared to non‐cognate start codons, AUG is highly depleted in the 5ʹUTR sequences from the mouse genome and many other species (Churbanov *et al*, 2005; Iacono *et al*, 2005; Neafsey & Galagan, 2007), indicating that the promiscuous presence of uORFs with strong regulatory impact is under purifying selection. An earlier *in vitro* experiment reported two types of RNA secondary structures that could inhibit translation in *cis*: One stem‐loop structure positioned immediately after 5ʹ cap prevented mRNA from engaging 40S subunits, and the other more stable stem‐loop positioned further downstream stalled the scanning 40S subunits (Kozak, 1989). In this study, we recapitulated these two phenomena and provided the first genome‐wide *in vivo* evidence for the hypothesized mechanisms for stable mRNA structures in 5ʹUTRs to reduce TE. 5ʹ TOP has been known to repress the translation upon cell growth arrest. Our study performed in cells under normal growth condition suggested that TOP sequences could also exert the repressive effect without growth arrest, probably to a much lesser extent.

This study has been mainly focused on the impact of alternative TSSs on quantitative changes of TE, therefore we restricted our analyses to the alternative TSSs altering only 5ʹUTRs. Besides, alternative TSSs can also lead to transcripts with different ORFs and expand the repertoire of encoded proteins by, for example, diversifying protein N‐termini (Pelechano *et al*, 2013), which is often essential for proper protein functions and/or their subcellular localization (Chen *et al*, 2002; Arce *et al*, 2006; Zhang *et al*, 2015). Very recently, a novel isoform of anaplastic lymphoma kinase (ALK) gene was reported in human carcinoma, which initiated at a cryptic TSS located in intron 19. This novel isoform can produce N‐terminal truncated proteins that could promote tumorigenesis by stimulating multiple oncogenic signaling pathways (Wiesner *et al*, 2015). 

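Downstream TSSs here are those in CDS, downstream introns and 3ʹUTRs. Of 5004, 1194 had at least 1 RPM and 5% of the gene's counts, and 582 of these, in 433 genes, carried at least 4 ribosomes per mRNA in the mean of both replicates, 372 in CDS, 191 in introns and 19 in 3ʹUTRs. All 502 entries of Table EV5 were found among the TSSs, and 455 of them were among the 582. The cutoffs of 1 RPM and 5% were set just below the smallest values in Table EV5, which rests on the same data. This overlap is thus largely built in. The share with at least 4 ribosomes was 69.5% in CDS, 31.2% in introns and 40.4% in 3ʹUTRs, against 82.2% for gross 5ʹUTR TSSs past the same abundance filter. Dropping the abundance filter moved the count most, to 1738. Without replicate 1 it was 573 and without replicate 2 it was 591. Footprinting data were not analysed here.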

In 3T3 cells, among the 5,324 TSSs located downstream of annotated start codons, 502 expressed at a decent level and were associated with heavy polysome (≥ 4 ribosomes/mRNA), of which 71 contained downstream translation initiation sites supported by the ribosome footprinting data (Table EV5, Fig EV9A). Collectively, these observations indicate that the transcripts led by downstream TSSs could be actively translated, yielding N‐terminal truncated proteins. Similarly, we also identified several instances where alternative TSSs can lead to the transcripts encoding N‐terminal extended proteins (Fig EV9B). 

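In Npepps, on the minus strand of chromosome 11 (mm10), the TSS in the gross 5ʹUTR at 97280430 to 97280505 gave mRNA with 8.26 ± 0.03 ribosomes (SD, n = 2 replicates). A TSS in the CDS at 97280328 to 97280407 held 34.2% of the gene's counts and gave mRNA with 7.47 ± 0.40 ribosomes, whereas an intronic TSS at 97279618 to 97279648, with 26.4% of the counts, gave 1.21 and 1.46 ribosomes in replicates 1 and 2. In Acin1, on the minus strand of chromosome 14, the TSS at 54653672 to 54653700 held 60.4% of the counts and gave 7.04 ± 0.32 ribosomes per mRNA, and the TSS at 54686615 to 54686664, farther upstream, gave 8.32 ± 0.93. This difference (log2 0.24 ± 0.10) passed the p threshold in both replicates but not the 1.5-fold threshold. In the edgeR test of usage, the upstream TSS had a higher share of the gene in poly9+ than in free RNP (log2 1.31, edgeR adjusted p = 0.00125). In the GENCODE annotation both of these Acin1 TSSs lie in gross 5ʹUTRs.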

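In Nucks1, on the plus strand of chromosome 1 (mm10), the TSS at 131910467 to 131910538, within 1 kb upstream of the annotated gene, held 73.4% of the counts and gave mRNA with 6.15 ± 0.49 ribosomes (SD, n = 2 replicates). The TSS at 131910657 to 131910729, in the annotated 5ʹUTR, held 24.3% and gave 5.96 ± 0.42 ribosomes. Their log2 fold change of 0.04 ± 0.01 was not significant.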

Future work would be needed to decipher the functions and regulatory mechanisms of these novel protein isoforms.

**Figure EV9:**
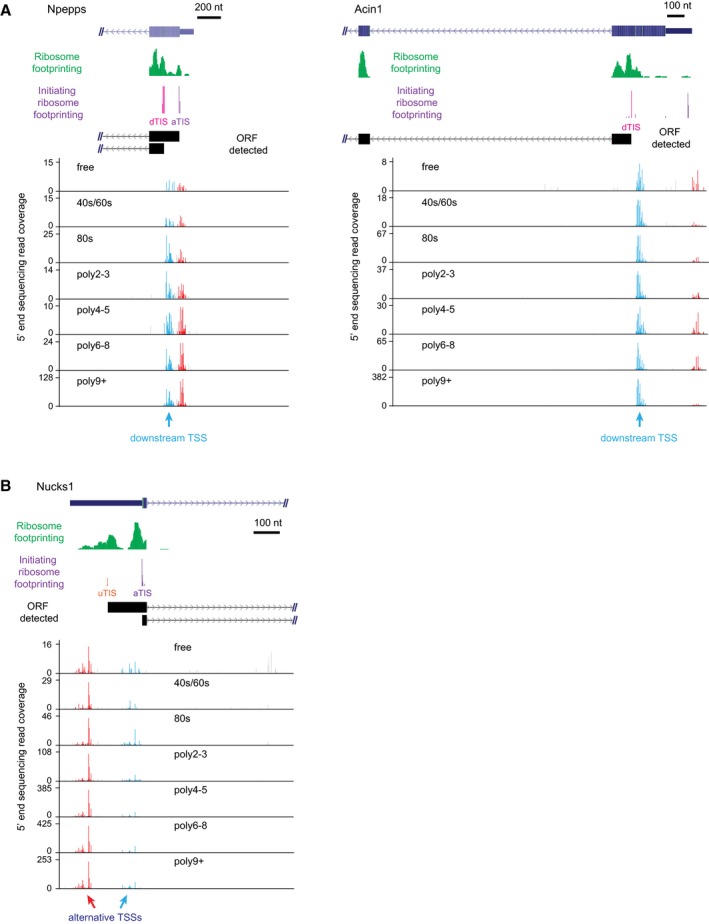
Examples of alternative TSSs for protein N‐terminal changes See also Table EV5. Downstream TSSs could lead to N‐terminal truncated proteins. Two examples were shown here. The description of the two genes can be found in Table EV3.Alternative TSS could also lead to N‐terminal extended proteins. One example was shown here. The description of this gene can be found in Table EV3.

Finally, our study revealed substantial interdependence between transcription initiation and translational regulation in one cell type under normal growth condition. Future application of our approach in multiple tissues and under different conditions will facilitate the elucidation of tissue‐ and condition‐specific regulation, which could in turn unveil the role of such coordinated regulation during development as well as in human diseases.

## Materials and Methods

### Cell culture

Mouse NIH3T3 cells were used and cultivated in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS, Gibco) at 37°C with 5% CO_2_ and split every second or third day.

### RNA sequencing

Total RNAs from mouse NIH3T3 cells were extracted using TRIzol reagent (Life Technologies) following the manufacturer's protocol. TruSeq Stranded Total RNA library was prepared with 500 ng total RNA according to the manufacturer's protocol (Illumina). The libraries were sequenced in 1× 100 nt manner on HiSeq 2000 platform (Illumina).

### Polysome profiling

Mouse NIH3T3 cells were grown to 80% confluency. Prior to lysis, cells were treated with cycloheximide (100 μg/ml) for 10 min at 37°C. Then, cells were washed with ice‐cold PBS (supplemented with 100 μg/ml cycloheximide) and further lysed in 300 μl of lysis buffer (10 mM HEPES pH 7.4, 150 mM KCl, 10 mM MgCl_2_, 1% NP‐40, 0.5 mM DTT, 100 μg/ml cycloheximide). After lysing the cells by passing eight times through 26‐gauge needle, the nuclei and the membrane debris were removed by centrifugation (16,000 *g*, 10 min, at 4°C). The supernatant was layered onto a 10 ml linear sucrose gradient (10–50% [w/v], supplemented with 10 mM HEPES pH 7.4, 150 mM KCl, 10 mM MgCl_2_, 0.5 mM DTT, 100 μg/ml cycloheximide), and centrifuged in a SW41Ti rotor (Beckman) for 120 min at 160,000 *g* at 4°C. Fractions were manually collected according to the A254 peaks that indicate the number of ribosomes. 50 ng fly total RNAs were added into each fraction as spike‐in immediately. The collected fractions were then digested with 200 μg proteinase K in 1% SDS for 30 min at 42°C. RNA from each fraction was recovered by extraction with an equal volume of acid phenol–chloroform (pH 4.5), followed by ethanol precipitation.

### 5ʹ end sequencing

Three microgram total RNAs collected from each fraction (see above) were reverse‐transcribed using random primer (N15‐oligo) tailed with 3ʹ part of Illumina TruSeq Universal Adaptor sequence (P5). 5ʹ complete single‐stranded cDNAs were captured based on a protocol from Takahashi *et al* (2012) with minor modification. In brief, cap structure and 3ʹ ends of all RNAs were oxidized by NaIO_4_ on ice for 45 min, followed by an overnight biotinylation with a long‐arm biotin hydrazide at room temperature. Single‐stranded RNA regions that were not covered by synthesized cDNAs including the 3ʹ ends were cleaved using RNase I. The 5ʹ complete cDNAs containing the biotinylated cap site were then captured with Dynabeads^®^ M‐280 Streptavidin (Life Technologies). RNAs were hydrolyzed with 50 mM NaOH and single‐stranded cDNAs were released from the beads. After ligation with double‐stranded 5ʹ linkers with random overhangs (containing 3ʹ part of Illumina TruSeq Universal Adaptor P7), cDNAs were amplified for 18 cycles using cap forward primer (containing P5) and cap reverse primer with barcode included. The amplified libraries were sequenced in 2 × 100 nt manner on Illumina HiSeq2000 platform. All the primer and adaptor sequences were listed in Table EV6.

### 5ʹ end sequencing read processing and TSS cluster identification

The paired‐end reads were first subjected to adapter removal using FLEXBAR with the following parameters: ‐u 2 ‐m 48 ‐ae RIGHT ‐at 2 ‐ao 1 (Dodt *et al*, 2012). Then, the first 15 nt of the 1st read derived from the random primer region was further removed due to potential high mismatches. Read pairs that were concordantly mapped to the reference sequences of rRNA, tRNA, snRNA, snoRNA, and miscRNAs (available from Ensembl and RepeatMasker annotation) using Bowtie 2 (version 2.1.0) (Langmead & Salzberg, 2012) with default parameters (in ‐‐end‐to‐end & ‐‐sensitive mode) were excluded. The remaining reads were then mapped to the mouse reference genome (mm10, downloaded from UCSC Genome Browser) using Tophat2 (version 2.0.10) (Kim *et al*, 2013) with the parameters ‐‐mate‐inner‐dist 200 ‐‐mate‐std‐dev 100 ‐N 3 ‐‐read‐gap‐length 2 ‐‐read‐edit‐dist 3 ‐‐min‐anchor 6 ‐‐library‐type fr‐firststrand ‐‐segment‐mismatches 2 ‐‐segment‐length 25 with the input of Ensembl mouse gene annotation (Release 72). Reads that were mapped to multiple genomic loci and the two reads in one pair that were mapped to different chromosomes were discarded in following analysis. Compared to the RIKEN CAGE protocol that produces 27‐nt reads (Takahashi *et al*, 2012), our 5ʹ end sequencing approach yields much longer reads, which significantly increases the percentage of uniquely mapped reads.

For each of the uniquely, concordantly mapped read pairs, only the 5ʹ end position of its 2nd read (termed as tags hereafter), which corresponds to the 5ʹ end of RNA transcripts, was used for determining TSS cluster. To increase the sensitivity in detecting the expressed TSSs, we combined the sequencing data from the seven fractions in each replicate together. Briefly, genomic positions with tags beyond local background and within a distance of 20 nt were assigned into one cluster. Here, the local background (bg) for each position was determined by the maximum of (i) local expectation, that is the average tag coverage in the window of 500 nt centered at the position, and (ii) expression background, that is the sequencing depth‐normalized RNA‐seq read coverage within the window from 500 nt upstream to 1,500 nt downstream of the position. In order to improve the spatial resolution in detecting TSSs, for the clusters longer than 100nt, we stepwise increased the local background by 0.5 bg up to 3 bg, until all the sub‐clusters with tag coverage beyond the increased background are shorter than 100 nt. To further decrease the potential false‐positive findings, all clusters from the two replicates were subjected to irreproducible discovery rate (IDR) analysis using the IDR Python package ( https://github.com/nboley/idr, version 2.0.1) with parameters “‐‐input‐file‐type narrowPeak ‐‐rank signal.value”, where signal.value was the tag counts in each cluster. TSS clusters identified in both replicates with IDR ≤ 0.05 were kept, and on average 85% of all tags were located within these TSS clusters, indicating the high quality of our 5ʹ end sequencing data. These TSS clusters were then assigned to protein‐coding genes based on RefSeq gene annotation. Here, we only retained the TSS clusters in the gross 5ʹUTRs for downstream analysis. The gross 5ʹUTR included annotated 5ʹUTRs (from the most 5ʹ annotated TSS to the most 3ʹ annotated start codon) and 1 kb upstream of the most 5ʹ annotated TSSs.

### Across‐fraction data normalization using *D. melanogaster* spike‐in RNA

After trimming and filtering (see above), 5ʹ end sequencing reads were simultaneously mapped to the *D. melanogaster* reference genome (dm3, downloaded from UCSC Genome Browser) using Tophat2 (version 2.0.10) with the same parameters as described above, and with the input of RefSeq fly gene annotation (downloaded from UCSC Genome Browser). TSS clusters in the *D. melanogaster* genome were identified as described above. TSS clusters with more than 10 tags in each of the seven fractions in both replicates were kept, and the upper quantile of these tag counts in each fraction was taken as the normalization factors to normalize the tag counts of mouse TSS clusters from the corresponding fraction.

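The deposited spike-in factors are given relative to poly2-3 of replicate 1. From free RNP to poly9+ they were 2.28, 1.43, 2.18, 1, 1.35, 1.14 and 1.53 in replicate 1 and 3.15, 2.13, 3.68, 1.01, 1.63, 2.38 and 3.49 in replicate 2. Factors computed from the mouse counts differed from these along the gradient. Scaled to a geometric mean of 1 over the libraries, the factor of free RNP in replicate 1 was 1.23 by spike-in, 0.581 by library size, 0.388 by edgeR's TMM and 0.341 by DESeq2, and that of poly9+ was 0.823, 0.899, 1.37 and 1.43. Because a gene's isoforms share the factors, another normalization changes how much weight each fraction has in both.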

### TSS isoform‐specific translational efficiency (TE) calculation

Given the normalized tag count C_*ij*_ for TSS isoform *i* in fraction *j*, we determined the total amount of the isoform as $T_{i}\;=\;\sum_{j}C_{ij}$. According to the profile of the sucrose gradient, we calculated the overall number of ribosomes associated with the TSS isoform *i* as $R_{i}\;=\;\sum_{j}r_{j}C_{ij}$ where *r*_*j*_ is the average ribosome number in the *j* ^th^ fraction (fractions corresponding to free RNP and 40S/60S *r*_1_ = *r*_2_ = 0, 80S monosome fraction *r*_3_ = 1, and polysome fractions *r*_4_ = 2.5, *r*_5_ = 4.5, *r*_6_ = 7.5, and *r*_7_ = 12). The translational efficiency was then calculated as average number of ribosomes associated with each TSS isoform in unit ORF length, that is, TE_*i*_ = R_*i*_/l_*i*_/T_*i*_, where l_*i*_ is the length of the corresponding ORF.

### Determination of TE divergence between TSS isoforms

For each of the multi‐TSS genes, we performed pairwise comparison of the TE associated with different TSS isoforms. To account for the uncertainty in estimating TE divergence between two isoforms, we performed a bootstrapping‐based test to assess statistical significance. In brief, from the 5ʹ end sequencing data of each fraction, we generated pseudo‐datasets of the same depth by sampling all uniquely mapped reads at random with replacement. After recounting tags in each TSS cluster from each fraction in the pseudo‐dataset, we recomputed the average ribosomes per mRNA associated with each TSS and then the log2‐transformed TE fold changes between every TSS isoform pair. After repeating the bootstrapping procedure 1,000 times, we obtained for each pairwise comparison a distribution of log2‐transformed TE fold changes, which were then summarized into a mean and a standard deviation. The bootstrapping means correlate perfectly with the TE fold changes calculated in the real data (*r* = 0.9997). 

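Over the pairs past the filter, Pearson's r of the bootstrap mean and the log2 fold change was 0.99974 in replicate 1 and 0.99984 in replicate 2. The bootstrap SD had a median of 0.098 in replicate 1 and 0.097 in replicate 2.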

Nonzero bootstrapping means indicate that the two TSS isoforms are translated with different efficiency. To determine the statistical significance of such difference, we calculated a *P*‐value based on the *Z*‐score that represented how many folds of standard deviation the bootstrapping mean deviated from zero. The raw *P*‐values were then adjusted using the Benjamini–Hochberg method. To determine the false discovery rate (FDR), we applied a similar label permutation strategy as used previously (Hou *et al*, 2015). In short, pairwise comparison labels were shuffled for 100 times in both replicates, and in each of the 100 shuffled sets, we counted the number of comparisons in both replicates meeting the fold change (FC) requirement (|FC| > *x*) and bootstrapping significance threshold (adjusted *P*‐value < *y*), as well as biased toward the same isoform, denoted as FP (*x*,* y*). 

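The bootstrap means and adjusted p-values of the pairs were shuffled separately in each replicate, as in the authors' code, 100 times. Shuffled data gave 4.84% as many calls as the real data (SD over shuffles 0.514). When the mean and the adjusted p of a pair were kept together in the shuffle, the value was 15.2% (SD 0.834), and with a fold change threshold of 2 it was 2.56% (SD 0.519).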

Then, the FDR in each set of (*x*, *y*) was estimated as FP(*x*,* y*) divided by the number of real comparisons passing the same criteria.

### 5ʹUTR sequence feature analysis

To correlate sequence features in the 5ʹUTR to observed TE difference, we first determined the 5ʹUTR sequences between the TSSs identified in this study and the start codons annotated in RefSeq. In principle, if there is no splicing between the TSS and start codon, the genomic sequence in between is the 5ʹUTR sequence; if an intron is constitutively spliced out, the 5ʹUTR sequence is the concatenation of exonic sequences in between. We reconstructed the splicing patterns in the 5ʹUTRs, by integrating the RefSeq gene annotation and RNA‐seq data derived from the same mouse 3T3 cells, as the splicing site annotation is not complete, in particular for the TSSs outside the gene annotation. For each splicing event (either annotated or detected in RNA‐seq), we calculated the percent‐spliced‐in (PSI) value by counting the number of RNA‐seq reads that supported splicing‐in or splicing‐out. For the RefSeq annotated events, to avoid the uncertainty due to low sequencing coverage, in addition to the real RNA‐seq reads, we added 10 pseudo‐junction reads for those annotated as constitutive splicing, and 5 splicing‐in and 5 splicing‐out pseudo‐reads for those annotated as alternative splicing. Based on the obtained PSI value, we considered the events with PSI ≤ 0.1 as constitutively spliced out and PSI ≥ 0.9 as constitutively spliced in. To avoid uncertainty in determining 5ʹUTR sequences, isoforms with alternative splicing (0.1 < PSI < 0.9) in the 5ʹUTRs were excluded in sequence feature analysis. 

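Of the TSSs in gross 5ʹUTRs, 14058 were given a 5ʹUTR length from the GENCODE annotation. A 5ʹUTR sequence was reconstructed for 11262 of these, and 2796 had none. The others were left out because their transcripts had more than 1 splicing pattern between TSS and start codon (753), the cluster midpoint lay at or after the start codon (798), it lay in an intron or over 1 kb upstream (1526), or no transcript matched (63). The RNA-seq data used for splicing in the paper were not used here.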

Out of 17,033 TSS isoforms, 13,340 were retained. Consequently, 6,536 isoform pairs were retained for comparison, of which 1,025 pairs showed significant TE divergence. With the determined 5ʹUTR sequences, the upstream ORFs, upstream AUGs (in‐frame and out‐of‐frame), TOP sequences, and hexamers were counted using custom Perl scripts. Local RNA secondary structure minimum free energy (MFE) and ensemble free energy (EFE) were calculated using RNAfold from the ViennaRNA package version 2.1.9 with option “‐p” and otherwise default parameters at a temperature of 37°C (Lorenz *et al*, 2011).

### Independent validation of TSS isoforms and their associated translational efficiency

To validate our findings based on the high‐throughput 5ʹ end sequencing, we used the TeloPrime Full‐Length cDNA Amplification kit (Lexogen) to independently determine the 5ʹ end of capped mRNA. In brief, a gene‐specific primer was used to synthesize the complementary DNA (see Table EV6). A double‐stranded adapter with a 5ʹ‐C overhang that allows for an atypical base pairing with the inverted G of the cap structure was then used for ligation, which can only take place if the RT has reached the 5ʹ end of the mRNA [Lexogen′s unique cap‐dependent linker ligation (CDLL)]. After second‐strand synthesis, the dsDNA was amplified by a 30‐cycled PCR using 5ʹ Lexogen primer (FP: 5ʹ‐TGGATTGATATGTAATACGACTCACTATAG) and 3ʹ gene‐specific primers (Table EV6). Amplified products of RNAs from non‐ribosomal (pool of free ribosomal, 40S/60S sub‐ribosomal fractions) and polysomal fractions (pool of fractions with at least 2 ribosomes) were loaded onto an agarose gel (1%).

### Luciferase reporter assay

To investigate the impact of 5ʹUTR sequence on translation, longer and shorter versions of 5ʹUTRs derived from eight genes were PCR‐amplified from genomic DNAs, or cDNAs if there is an intron within the 5ʹUTRs. During PCR, NcoI and BglII restriction sites were introduced to the upstream and downstream of the 5ʹUTR sequences, respectively. Each 5ʹUTR fragment was then inserted into the multiple cloning site of the pLightSwitch_5ʹUTR vector (Active Motif) downstream of an ACTB promoter and upstream of RenSP luciferase reporter ORF. All constructs were validated by Sanger sequencing. Plasmids were transfected into 3T3 cells by using Lipofectamine^®^ 2000 Transfection Reagent (Life Technologies) following the manufacturers' instructions. Luciferase assay was conducted using the LightSwitch Luciferase Assay Reagent^™^ (Active Motif) and the luciferase activity was measured by Infinite^®^ M200 (Tecan) plate reader and normalized by the absorbance of lysate at 260 nm. Total RNA was extracted from the same lysate using TRIzol^®^ LS Reagent (Life Technologies) and Direct‐zol^™^ RNA Kits (Zymo Research) following the manufacturers' instructions. DNA was removed by in‐column DNase I digestion. RT–qPCR was performed to measure the RenSP mRNA level, which was then normalized by the mRNA level of housekeeping gene ActB. Translation efficiency of different constructs was estimated as the normalized luciferase activity divided by normalized RenSP mRNA level.

To validate the effect of putative motifs on translational regulation, ~100‐nt sequence stretches containing five copies of specific hexamer motif were synthesized. An AflII site and a BglII site were also included in the 5ʹ and 3ʹ ends. As negative control, the sequence stretches containing the reverse complement sequence and the randomly shuffled sequence of hexamer motifs were used, respectively. The test and control sequences were then amplified by PCR. After restriction enzyme digestion, each motif‐containing or control sequence stretch was cloned into the multiple cloning site of the pLightSwitch_5ʹUTR vector. The most upstream motif was 34 nt downstream of 5ʹ transcript end and the most downstream motif was 45 nt upstream of the start codon. The gap between any two adjacent motif repeats was 4 nt. Translation efficiency of different constructs was measured as described above.

All the primer sequences are listed in Table EV6.

### Initiating ribosome profiling and ORF detection

Mouse NIH3T3 cells were cultured in the same way as for polysome profiling (see above). Harringtonine was added to cell culture at a final concentration of 2 μg/ml. Cells were incubated at 37°C for 120 s. Cycloheximide was then added at cell culture to a final concentration of 100 μg/ml. Cells were immediately lysed in the same way as described for polysome profiling (see above). After lysis, ribosome‐protected fragments were collected as described in Ingolia *et al* (2012), with minor modifications. In brief, cell lysate was treated with RNase I at room temperature for 45 min. The nuclease digestion was stopped by adding SUPERase·In^™^ RNase inhibitor (Invitrogen). Monosomes were purified using illustra^™^ MicroSpin S‐400 HR columns (GE Healthcare) following the instruction of ARTseq^™^ Ribosome Profiling kit (Epicentre). RNA was isolated as described for polysome profiling (see above). rRNA was removed using Ribo‐Zero^™^ Magnetic kit (Human/Mouse/Rat) (Epicentre). The 28‐ to 32‐nt ribosome‐protected fragments were purified through 15% (wt/vol) polyacrylamide TBE–urea gel. The size‐selected RNA was end‐repaired by T4 PNK for 1 h at 37°C followed by heat inactivation at 70°C for 10 min. The dephosphorylated RNA was precipitated by ethanol and then ligated with a preadenylated FTP‐3ʹ adaptor for 2.5 h at room temperature. The ligation product was purified through 15% (wt/vol) polyacrylamide TBE–urea gel and then reverse‐transcribed by FTP‐RT primer using SuperScript III (Invitrogen) according to the manufacturers' instructions. RT product was ethanol precipitated and further purified through 15% (wt/vol) polyacrylamide TBE–urea gel. Circularization of the RT product was performed in the reaction containing 1× CircLigase buffer, 50 mM ATP, 2.5 mM MnCl_2_, and 100 U CircLigase (Epicentre) at 60°C for 1 h, and the reaction was heat inactivated at 80°C for 10 min. Circularized cDNA template was amplified by PCR for 12 cycles using the Phusion High‐Fidelity DNA Polymerase. The final libraries were sequenced in 1 × 50 nt manner on Illumina HiSeq2000 platform. All the primer and adaptor sequences were listed in Table EV6.

After removing adaptors, sequencing reads that mapped to the reference sequences of rRNA, tRNA, snRNA, snoRNA, and miscRNAs were discarded. The remaining reads were then mapped to the mouse reference genome, allowing up to two mismatches. Reads that were mapped to multiple genomic locations were excluded from further analysis. Then, the data together with published ribosome footprinting data (Shalgi *et al*, 2013) were fed to ORF‐RATER (Fields *et al*, 2015) for ORF detection with parameters “‐‐codons NTG” for ORF types, “‐‐minrdlen 28 ‐‐maxrdlen 34” for our initiating ribosome profiling data, and “‐‐minrdlen 27 ‐‐maxrdlen 34” for published ribosome footprinting data. The detected ORFs were sorted into subtypes, including uORF, annotated ORF, and downstream ORF.

### Gene ontology (GO) enrichment analysis

The gene symbols were mapped to GO terms using R packages GO.db, AnnotationDbi, and org.Mm.e.g.db. GO terms with at least 10 genes from a background set specified in the main text were tested for enrichment in each of studied gene sets using the GOseq method provided in the R package “goseq” (Young *et al*, 2010). The raw *P*‐values were then adjusted by using the Benjamini–Hochberg (BH) procedure.

### Construction of quantitative models explaining the TE differences between alternative TSS isoforms

To understand the individual and combinatory contribution of different sequence features to the TE difference observed between alternative TSS isoforms, we built nonlinear multivariable regression models using the multivariate adaptive regression splines (MARS) approach (Friedman, 1991), which can automatically select independent variables and model the nonlinearities between the selected independent variables and the responding variable. The modeling analysis was performed in R (version 3.2.2) with the R package “earth” (version 4.4.3). The function earth with parameters “degree = 1, penalty = 2, thresh = 0.001, fast.k = 0, fast.beta = 0” was used to build models. The parameter “degree” defined the maximum degree of interaction between variables, and the value 1 meant to build additive models with no interaction terms allowed. The parameter “penalty” was the penalty in generalized cross‐validation, and the value 2 was the default setting for degree = 1. The setting “thresh = 0.001” was one of the computation termination criteria, tuning between computing time and model performance. Setting “fast.k = 0, fast.beta = 0” disabled fast calculation. The function predict was used to predict TE divergence between TSS isoforms on test data.

To assess the individual contribution of sequence features, we built quantitative models for each feature separately and took the variance of observed TE divergence explained by each model as their individual contribution. In the analysis of combinatory contribution of sequence features, we sequentially added sequence features to models in the descending order of their individual contribution and measured their cumulative contribution as the variance explained by the model combining these sequence features. Delta cumulative contribution was calculated as the additional variance explained by adding the specific sequencing feature to the combinatory models. Delta cumulative contribution was used to estimate the extent of additional information gained by considering one more feature given the interdependence between different features.

### Data availability

The raw sequencing data have been submitted to NCBI GEO database under accession number GSE78241. Analysis scripts are available at https://github.com/sunlightwang/CAPTRE and as Computer Code EV1.

## Author contributions

XW, JH, and WC conceived and designed the project. JH did the experiments with help from CQ. XW analyzed the data. XW, JH, and WC wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Code EV1 Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

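Exponentially growing NIH3T3 mouse fibroblasts were fractionated on sucrose gradients in 2 biological replicates, and capped 5ʹ ends of the RNA in each of 7 fractions were sequenced, which gives 14 libraries. The table used holds raw counts of 5ʹ end tags per TSS cluster and library, as whole numbers. To make it, the authors removed adapters with FLEXBAR, trimmed the start of read 1, removed read pairs from rRNA, tRNA, snRNA, snoRNA and other small RNAs with Bowtie 2, mapped the others with Tophat2 to mm10 and, for the spike-in, to the fly genome, and discarded pairs with more than 1 position. They called TSS clusters on the fractions of each replicate pooled together and kept those reproducible between replicates by IDR. Factors from the fly spike-in come with the table and were not applied in it. Library and gene totals are sums over these clusters, between 12029563 and 34706191 counts per library. Over TSSs with at least 100 counts in each replicate, the log2 number of ribosomes per mRNA had an SD between replicates of 0.14.

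The build of the coordinates and of the annotation (GENCODE M21 on GRCm38) is the same assembly, and no conversion was made. Only coding transcripts linked to a RefSeq mRNA and with a complete CDS start were used to place TSSs in exons, introns and 5ʹUTRs. Gross 5ʹUTRs reach from 1 kb upstream of the most upstream annotated TSS of a gene to the most downstream start codon of its annotated coding transcripts, introns included, and the TSSs that the authors marked as compared were added to them. A genome sequence was not used, so that 5ʹUTR sequences come from annotated transcripts and TSSs upstream of them have a length but no sequence.

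Counts were divided by the spike-in factors, and ribosomes per mRNA were computed with the paper's number of ribosomes per fraction, with 1e-06 added. Isoform pairs of a gene were tested with a bootstrap modelled on the authors' (1000 resamplings per replicate with Poisson draws on cluster counts, where the authors drew reads with replacement at a fixed depth, Benjamini-Hochberg adjustment per replicate, adjusted p under 0.01 and fold change over 1.5 in the same direction in both replicates), after a filter on isoforms over 1% of the gene's mRNA, with ribosomes above 0 and a bootstrap SD under 1. As a separate test, the share of each TSS in its gene was compared between poly9+ and free RNP with edgeR 4.0.16 (diffSpliceDGE, filterByExpr, TMM normalization, adjusted p under 0.05), with fitted coefficients converted to log2. limma 3.58.1 and DESeq2 1.42.0 were used for alternatives, R was version 4.3.3, and Python was version 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. RNA structures were computed with ViennaRNA 2.7.2 for 181806 fragments.

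Shares of pairs were tested with two-sided binomial tests and given 95% Wilson intervals. Medians and rank correlations were tested with two-sided permutation tests of 100000 resamples, and tables of counts with Fisher's exact test or, over places of the TSSs, the Cochran-Mantel-Haenszel test. Tests of 1 pair per gene used the pair of the 2 most abundant isoforms. For sequence features, isoforms over 5% of the gene's mRNA with over 0.05 ribosomes per mRNA and a length difference under 1000 nt were used, with 500 controls matched on log10 length difference.

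The genes named are all genes that the paper names, and, by a rule set in advance, the 5 significant pairs with the highest and the 5 with the lowest log2 fold change among those with at least 100 counts per isoform in each replicate, 1 per gene in each direction, and the 3 TSSs with the largest usage change in each direction with an adjusted p under 0.05 and at least 100 counts.

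The fractions of a replicate come from one gradient. The deviations of the libraries from their fraction's mean had a median correlation of 0.0758 over the 21 pairs of fractions within a replicate, and 10 pairs were over 0.1. A fit with replicate as a block was among the alternatives. Both tests were tested on simulated data. For the bootstrap test, counts were simulated with 1 common dispersion, fitted to the replicates, for all TSSs. Of 169 pairs changed by over 1 on the log2 scale, 164 (97.0%) were recovered, and 0 of 9940 unchanged pairs were called. In data with no isoform changed 0 of 10220 pairs were called, with 561 at an unadjusted p under 0.05 in the same direction in both replicates. The size of the simulated changes was set after a first result had been seen. For the usage test, 33 of 197 changed TSSs (16.8%) were recovered and 1 of 10073 TSSs of unchanged genes was called. Its counts were simulated with a dispersion of 0.03, below the fitted common dispersion of 0.0399. Of 15 TSSs changed by over 1 on the log2 scale with at least 50 counts in free RNP, a group chosen after the result was seen, 80% were recovered.

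The alternatives were other normalizations, filters, thresholds, numbers of ribosomes, fractions left out, replicates left out, TSS positions and sets of pairs. Ribosome footprints, proteomics, 3ʹ end sequencing, luciferase and RT-PCR measurements, gene ontology and 5ʹ TOP motifs were not analysed here, and the paper's nonlinear regression was not repeated.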

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

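Alternatives for the sets of TSSs compared (marked by the authors, or placed by the annotation only), for 5ʹUTR length with sequence only, for length with the 2 most abundant isoforms and for the test of hexamers were chosen after seeing the data. Further choices made after seeing the data are named where they are given. The remaining alternatives were set before the data were examined. Of 95 alternative values of 23 main results, 75 stayed the same, which means a count within 1.5-fold, a tested value with the same direction and the same side of the significance threshold, or another value within the SD between replicates. Of 137 alternative values of 31 named pairs and TSSs, 135 kept their call and direction or stayed within the SD between replicates. The exceptions among these values are both in Ndufb11, which passed the thresholds with library size (−0.76) and TMM (−0.97). Further settings were run for the genes tested by RT-PCR. In these, Ndufb11 also passed with DESeq2 size factors (−1.02), and Nedd8 (0.77) lost its call at a fold change threshold of 2.

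The number of significant pairs was 1737 and depended on the set of pairs, the filters and the normalization. It was 2771 with TMM and 2840 with DESeq2 size factors, of which 1646 and 1627 were also among the 1737, with 0 pairs in the opposite direction. It was 769 with both isoforms over 5% of the gene's mRNA, 1101 at a fold change threshold of 2, 1123 without the free RNP fraction, and 481 with the 2 most abundant isoforms of each gene only, where fewer pairs were tested. The limma test on the fold changes of 2 replicates called 0 pairs, with 2146 at an unadjusted p under 0.05 and a fold change over 1.5 and a lowest adjusted p of 0.0133. The power of this test with 2 replicates (1.64 prior degrees of freedom) was not measured, so this 0 says little about the calls. A call needs both replicates. In 1 replicate alone, 2218 pairs passed both thresholds in replicate 1 and 2370 in replicate 2. The false discovery rate of 4.84% was 15.2% when the mean and adjusted p of a pair were shuffled together and 2.56% at a fold change threshold of 2. The cause was not tested for the normalizations.

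The direction by position was the least stable result. The distal isoform was lower in 55.8% of pairs, but in 52.0% of all significant pairs (p = 0.093, binomial test), 52.8% with library size (p = 0.172, binomial test) and 55.8% at a fold change threshold of 2 (p = 0.0651, binomial test, with 265 pairs in place of 480). With TSSs in annotated 5ʹUTRs only, introns included, it was 36.25% (p = 2.44e-05, binomial test), the reverse. The difference in abundance between single-TSS and multi-TSS genes also reversed, from −0.67 to 0.33, when only TSSs over 5% of the gene's counts were counted, and lay between −0.68 and −0.63 with 1 replicate left out.

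The lowest correlation after leaving out a fraction was 0.944, 0.931 with library size and 0.959 over significant pairs only. Without the abundance filter, 1738 downstream TSSs carried at least 4 ribosomes, against 582. The odds ratio of short ORFs in the 80S monosome was 7.65, but 2.87 without replicate 1 and 11.9 without replicate 2. The filter of at least 10 counts left the correlation of ribosomes per mRNA at 0.875 because it removed no TSS.

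The usage test gave 2721 significant TSSs, and 2758 with a replicate block, of which 2665 were shared. The block was fitted for this test only, so that no other call was checked against it. With at least 10 counts in every library it was 730 of 3260 TSSs tested, fewer because fewer were tested. The split of the 2721 was 1059 with a higher and 1662 with a lower share in poly9+. The spike-in factors gave 1896 (605 higher and 1291 lower) and DESeq2's Wald test 3986 (1878 and 2108), so the lower group was the larger in each, by a varying margin. The cause was not tested. Leaving out a replicate leaves 1 library per fraction, so only the values of named TSSs were computed. Among sequence features, 8 pairs had an additional in-frame uAUG, 5 a cap-adjacent and 3 a downstream structure (20, 8 and 5 with isoforms over 1% of the gene's mRNA), and features with under 10 pairs were not tested. The stratified test of hexamers called 0, with 409 at an unadjusted p under 0.05, and the Mann-Whitney U-test without length strata called 7.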

Differences from the paper's values

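The paper gives a depth of 46.2 M and the table 21.7 M per library. The paper's value counts sequenced reads and the other counts tags on TSS clusters, which are different quantities. No alternative applies.

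The 95th percentile of the absolute log2 fold change was 3.46 over all pairs, against the paper's 2.2. Over the pairs past the filter it was 2.27, a set chosen after seeing the values. The correlation of bootstrap means and fold changes was 0.9998, against the paper's 0.9997, a difference in the last decimal. No alternative was set for either value.

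Among pairs with determined 5ʹUTRs, 681 were significant, against the paper's 1025, and the longer isoform was lower in 531, against the paper's 814. Of the alternatives set before the data were examined, library size came within 1.5-fold, with 916 and 689, and the 5ʹ edge of the cluster did not, with 677 and 522. The paper shows about 860 pairs with a length difference over 1000 nt in Fig 3A, read by eye, against 66 here, and none of the alternatives closed this gap (60 with the 5ʹ edge, 66 with library size).

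The paper reports 137 significant hexamers against 0 here, where 409 had an unadjusted p under 0.05, and the Mann-Whitney U-test without length strata, chosen after the data were seen, did not close the gap (7 hexamers). The paper gives for AAAAAU a lower adjusted p than the 0.0233 found here and the 0.00361 of the unstratified test (Mann-Whitney). For the variance explained by single predictors, the paper gives 35.5% for uORFs against 20.9%, 35.1% for 5ʹUTR length against 5.89%, and 3.5% for structures near the 5ʹ end against 0.544%. Length explained 26.0% over all 681 pairs with a length, a set chosen after seeing the values. No alternatives were set before the data were examined for hexamers and predictors.

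The paper's Code EV1 gives 1137 pairs with more uORFs in the longer isoform, against 638. The alternative of isoforms over 1% of the gene's mRNA closed the gap, with 1112, and the 5ʹ edge (462), library size (636) and unmatched controls did not. Their median log2 fold change is −0.144 in the paper against −0.0792 here, and no alternative closed the gap. The controls have 0.0793 in the paper against 0.0989, and only all pairs without a difference as controls reached it (0.0795). In-frame uAUGs were found in 24 pairs in the paper and 8 here, and out-of-frame uAUGs in 160 and 94. Isoforms over 1% of the gene's mRNA closed both gaps (20 and 151 pairs), and the other alternatives did not. The medians for out-of-frame uAUGs are −0.126 with and 0.013 without the feature in the paper, against −0.116 and 0.0398, and no alternative closed these gaps. Within single replicates the first of these was −0.0733 and −0.0743.

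From figures, read by eye, the correlation between replicates is about 0.97 in the 80S monosome and about 0.96 in poly9+ in Fig EV1A, against 0.979 and 0.9701, and neither a pseudocount of 1 nor a filter of 10 counts closed these gaps. With a fraction left out, Fig EV2E gives about 0.93 for free RNP against 0.944, which library size closed (0.931) and significant pairs only did not. It gives about 0.96 for the 80S monosome against 0.996, about 0.97 for poly2-3 against 0.986, about 0.99 for poly4-5 against 0.996 and about 0.87 for poly9+ against 0.945, and neither alternative closed these. For the log2 fold change of the more over the less abundant isoform, Fig EV3B gives about 0.9 at a difference of 5 to 20 points against −0.71, about 1.1 at 20 to 50 points against 0.88 and about 1.2 at 50 points or more against 1.12. All significant pairs closed these 3 gaps (0.86, 1.09 and 1.21) but gave −0.66 under 5 points, where Fig EV3B gives about 0.6. Library size closed the gap at 50 points or more (1.19) and not the other 2, and the remaining alternatives closed none.

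The paper states that single-TSS genes are more highly expressed, whereas their median was lower here by a difference of −0.67, and higher (0.33) only when TSSs over 5% of the gene's counts were counted. The paper picked the 4 genes tested by RT-PCR from those with a significant difference, of which Nedd8 passed the thresholds here. Ndufb11 passed with library size, TMM or DESeq2 size factors, and Ube4b (−0.25) and Ssu72 (0.42) passed under none of the settings run. The paper states that stable structures near the cap and farther downstream lower TE. The medians here have the same sign, from 5 and 3 pairs, too few for a test. The authors' marks of structures near the cap are more frequent than the definition used here gives for the same TSSs, so these numbers hold for this definition only.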

Other observations

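The tests on counting noise, on noise in the same counts, on 5ʹUTR lengths that were not assigned, on intronic TSSs among these pairs and on minor TSSs were chosen after the result was seen. The split of significant pairs by intronic, exonic and upstream position was also made after the result was seen. The design names no biological condition beyond the gradient fractions. For the patterns below, no biological explanation was tested apart from transcript positions, and the sequence features of 5ʹUTRs were compared in their own passages.

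Counting noise alone is argued against as the source of the significant pairs, because of the 1743 pairs past both thresholds in each replicate only 0.344% (interval 0.158 to 0.749%) had opposite directions, where independent noise would give about 50%. The bootstrap SD understates the spread between replicates, since their difference divided by it had a robust SD of 1.82. In data simulated with 1 common dispersion for all TSSs and no TE difference in any gene, 0 of 10220 pairs were called. The same robust SD was 1.67 in these simulated data, below the 1.82 of the real data. Replicate spread is thus not excluded as the source of some calls. Noise shared by abundance and TE does not account for the higher TE of the more abundant isoform, since the share was 71.2% of 622 pairs (interval 67.5 to 74.6%) or higher with TE and its thresholds from 1 replicate and abundance from the other.

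The longer isoform was lower in 78.0% of its significant pairs and the distal isoform in only 55.8% of its own. Where both lengths were assigned, the distal isoform was lower in 75.7% of 268 genes, and where a length was missing in 30.7% of 212 (Fisher's exact test, p = 1.84e-23). Most of the latter have an intronic TSS, and of these 174 the distal isoform was lower in 25.3%, against 58.8% of 34 without one (Fisher's exact test, p = 0.000213). With the place of the TSSs held constant, pairs with and without a length still differed (Cochran-Mantel-Haenszel chi-square test, p = 0.0159), from 20 pairs or fewer per place without a length outside introns. Candidate explanations for the difference are thus pairs without an assigned length and, among them, intronic TSSs.

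Nor is the 78.0% a uniform effect of length. The longer isoform was lower in 86.8% of 438 significant pairs with an upstream TSS and none in an intron (interval 83.3 to 89.6%), 77.8% of 72 with an intronic TSS, and 55.6% of 171 with both TSSs in exons (interval 48.1 to 62.8%). By position, the distal isoform was lower in 85.7, 34.2 and 52.5% of all significant pairs of these 3 kinds. This split does not separate length from an upstream start.

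For the higher abundance of multi-TSS genes, counting only TSSs over 5% of the gene's counts turned the difference to 0.326, so detection of minor TSSs in deeply counted genes may contribute.

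In the edgeR test of TSS usage between poly9+ and free RNP, 2721 of 10811 TSSs in 1498 genes were significant, 1059 with a higher and 1662 with a lower share in poly9+. The largest changes rest on few counts. A TSS of Itgb7 had 71 and 73 counts in free RNP and 0 in poly9+ (at least 905-fold lower), one of Apbb2 had 95 and 130 (at least 786-fold lower) and one of Dpysl3 had 83 and 84 (at least 780-fold lower). Higher in poly9+, with 0 counts in free RNP, were TSSs of Cuedc1 (11 and 10 counts, at least 98-fold), of Pde4b (44 and 50 counts, at least 25.7-fold) and of Sun2 (at least 152-fold), where the replicates had 1 and 85 counts, so that 1 library decides the value.

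Of the significant TSSs, 949 had a log2 usage change under −3. Of these, 92.4% lay outside the exons of the gene's coding transcripts, against 34.5% of 9862 other TSSs (odds ratio 23.1, Fisher's exact test, p = 3.92e-283), and 64.7% lay in introns against 11.7%. Only coding transcripts linked to a RefSeq mRNA were used. A TSS in an exon of another coding transcript therefore counts as outside exons, so these shares may be too high. RNAs that start in introns and may lack the coding sequence are a candidate explanation, which was not measured. Annotated noncoding transcripts and small noncoding RNA genes are argued against as explanations. Starts of annotated noncoding transcripts made up 5.02% of the 877 outside coding exons, against 29.1% of 3407, and small noncoding RNA genes 0.316% against 0.253% (Fisher's exact test, p = 0.733). TSSs with fewer than 100 counts were 34.8%, against 6.65%, more frequent but a minority. Few counts are thus not excluded as a part of the explanation. Clusters of at most 5 nt were 20.5% of 619 against 15.7% of 9206. The difference lay in exons (46.3% of 54 against 14.6%) and upstream (29.5 against 20.7%) and not in introns (12.2 against 12.6%). Narrow clusters are thus not excluded as a part of the explanation in exons and upstream.

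The position of TSSs also bears on the significant pairs. Pairs with at least 1 TSS in an intron were significant in 31.2% of 3123 cases, and made up 56.1% of all significant pairs, while pairs with both TSSs in exons were significant in 6.36% of 3742 (interval 5.62 to 7.19%), which argues against TSSs outside exons as the only source. Where a significant pair joined an intronic and an exonic TSS, the intronic isoform was the lower in 519 of 555 pairs (93.5%).

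For the 8 genes of the reporter assays in Fig 2C, the log2 fold change of distal over proximal isoforms in the 5ʹ end counts (SD, n = 2 replicates) was −2.27 ± 0.05 for Itpr3, −0.96 ± 0.07 for Eif1ad, −0.86 ± 0.06 for Mpc2, −1.91 for Tmem129 and 0.77 ± 0.02 for Nedd8, all significant. It was −0.42 ± 0.01 for Ndufb11, −0.25 ± 0.14 for Ube4b and 0.08 ± 0.03 for Lxn, which were not. The value for Tmem129 rests on 168 and 201 counts of the distal isoform and was −2.65 in replicate 1 and −1.16 in replicate 2. The reporter measurements were not analysed here.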
